# Direct conversion of injury-site myeloid cells to fibroblast-like cells of granulation tissue

**DOI:** 10.1038/s41467-018-03208-w

**Published:** 2018-03-05

**Authors:** Mithun Sinha, Chandan K. Sen, Kanhaiya Singh, Amitava Das, Subhadip Ghatak, Brian Rhea, Britani Blackstone, Heather M. Powell, Savita Khanna, Sashwati Roy

## Abstract

Inflammation, following injury, induces cellular plasticity as an inherent component of physiological tissue repair. The dominant fate of wound macrophages is unclear and debated. Here we show that two-thirds of all granulation tissue fibroblasts, otherwise known to be of mesenchymal origin, are derived from myeloid cells which are likely to be wound macrophages. Conversion of myeloid to fibroblast-like cells is impaired in diabetic wounds. In cross-talk between keratinocytes and myeloid cells, miR-21 packaged in extracellular vesicles (EV) is required for cell conversion. EV from wound fluid of healing chronic wound patients is rich in miR-21 and causes cell conversion more effectively compared to that by fluid from non-healing patients. Impaired conversion in diabetic wound tissue is rescued by targeted nanoparticle-based delivery of miR-21 to macrophages. This work introduces a paradigm wherein myeloid cells are recognized as a major source of fibroblast-like cells in the granulation tissue.

## Abstract (web summary)

At the site of injury, macrophages exit their characteristic phenotype undergoing direct conversion to fibroblasts. Keratinocyte-derived miR-21, packaged in extracellular vesicles, enables such plasticity which accounts for the vast majority of all fibroblasts in the granulation tissue.

## Introduction

Transflammation introduced an intriguing link between innate immunity and cell plasticity^1,2^. At a time when much effort has been guided to glean methodological advances on how cell fate can be therapeutically directed, it has also been learnt that injury itself is a physiological trigger for cell plasticity^3,4^. During lineage reprogramming or transdifferentiation, one mature somatic cell transforms into another mature somatic cell without undergoing an intermediate pluripotent state or progenitor cell type^5^. The wound-site milieu acts as a fertile ground hosting a wide range of transdifferentiation processes^3^. Hypoxia, an inherent characteristic of the wound site, is widely recognized for its ability to facilitate cell plasticity^6^. Blood-borne myeloid cells are specifically endowed to detect sites of injury, extravasate, infiltrate, and acquire functions that are necessary for the physiological repair process^7,8^. At the wound site, these cells acquire plasticity and are known to transdifferentiate into endothelial cells supporting wound angiogenesis^9^. Current understanding of the fate of cells at the wound site and factors that guide them remains incomplete.

Monocytes and macrophages, of myeloid origin, are primarily responsible for mounting an inflammatory response at the injury site^10^. Both robust mounting of inflammation as well as timely resolution are key to successful tissue repair. The dominant fate of macrophages, following resolution of inflammation, is unclear and debated^11–14^. Egress from the injury site via lymphatic vessels^13^ and cell death^14^ are two proposed fates for injury-associated macrophages. An additional consideration here is the substantial plasticity properties of macrophages introducing the notion of a phenotypic switch at the site of injury^15^. Injury-site macrophages are not limited to switching their functional phenotype from pro-inflammatory M1 to pro-resolution M2 state^16^. Conversion of macrophages to endothelial cells, endothelial progenitor cells, or endothelial-like cells both in vitro and in vivo are evident^9,17^. In further support of robust plasticity, cells of myeloid origin can give rise to white adipocytes^18^. This study rests on our observation that at the site of injury, infiltrating myeloid cells convert to fibroblast-like cells populating the granulation tissue. The objectives of this work were to delineate the mechanism of such cell conversion at the wound site as well as to understand the significance of such conversion in wound healing. This work shows that the vast majority of the  fibroblasts at the wound site originate from cells of myeloid lineage such as macrophages. Keratinocyte-derived miR-21, packaged in extracellular vesicles, positively regulates such plasticity of wound macrophages.

## Results

### Myeloid origin of fibroblast-like cells in wound bed

To determine the fate of extravasated macrophages at the wound site, we developed tdTomatoLysMGFP (LysMcre/Gt (ROSA)6Sortm4(ACTB-tdTomato,-EGFP)Luo/J), referred to as LysM^Cre^-Rosa^mT/mG^mice (Fig. 1a**)**. These mice express cell membrane localized red (tdTomato) fluorescence in all cells/tissue. Cells of myeloid lineage express membrane-localized GFP^19^. Cre-recombinase regulated by LysM promoter directs the expression of Cre in activated myelomonocytic cells^20^. Vast majority (65 ± 5%) population of Fibroblast-Specific Protein 1 (FSP1)^+^ cells (blue) at the wound-edge tissue were detected to be of myeloid lineage. FSP1 had been reported to be marker of fibroblast^21^. These myeloid cells presented fibroblast-like phenotype (Fig. 1b). The possibility that these fibroblast-like cells were granulocytes was categorically ruled out based on lack of immunostaining with Myeloperoxidase (MPO) antibody. MPO^+^/FSP1^+^ cells were not detected at the wound edge (Supplementary Fig. 1a). In support of the notion that wound-site fibroblast-like cells originated from wound-site differentiated macrophages, it was observed that 68% of all FSP1^+^ cells at the wound granulation tissue were F4/80^+^ (Fig. 1c). Considering the related lineage tracing observation that 65% of all FSP1^+^ cells were of myeloid origin, it is reasonable to conclude that transitioning wound macrophages represent a major source of wound-site fibroblast-like cells. Further support to this notion was provided by immunostaining for pan fibroblast marker platelet-derived growth factor receptor α (PDGFRα)^22^ (Supplementary Fig. 1b). Taken together, these observations point toward a wound macrophage to fibroblast-like cell transition.

**Fig. 1:**
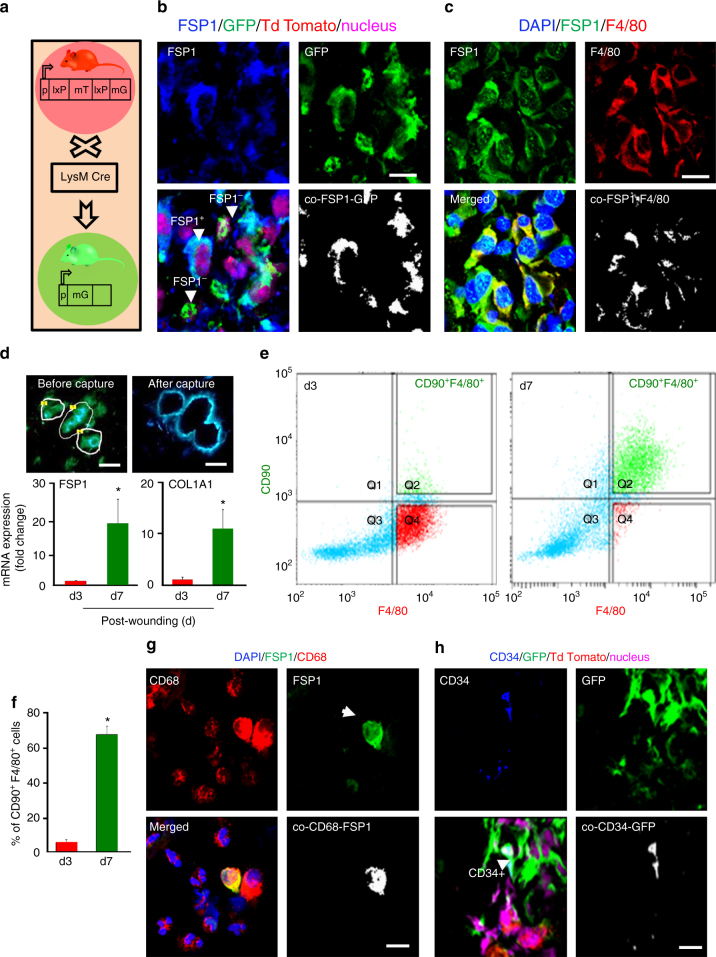
Majority of FSP1^+^ fibroblast-like cells in wound granulation tissue are of myeloid origin. **a** LysM^Cre^Rosa^mT/mG^ mice express cell membrane-localized td Tomato (red) fluorescence while cells of myeloid origin express GFP (green) fluorescence. **b** FSP1 (blue) immunostaining of LysM^Cre^Rosa^mT/mG^ mice d5 wound. Colocalization was performed using Olympus Fluoview® software. Estimated (65 ± 5%) FSP1^+^ cells (blue) were GFP^+^ demonstrating their myeloid origin, *n* = 5, scale bar = 10 µm. **c** Macrophage (F4/80, red) and fibroblast (FSP1, green) immunostaining at wound-edge tissue (d5) from C57BL/6 mice, *n* = 5, scale bar = 10 µm. **d** Laser capture micro-dissected (LCM) GFP^+^ cells from full thickness excisional wounds on d3 (early inflammation phase) or d7 (inflammation resolution phase) post-wounding (PW), scale bar = 10 µm. qRT-PCR of LCM-captured GFP^+^ cells showed increased expression of FSP1 and Col1A1 at d7, *n* = 5, Student’s *t* test *p* < 0.05. **e**, **f** Multicolor flow cytometry of CD11b^+^ of wound macrophages on d3 and d7 PW with the F4/80 (macrophage, *x*-axis) and CD90 (fibroblast marker, *y*-axis) displayed increase (68 ± 2%) in F4/80^+^CD90^+^ cells on d7 PW, *n* = 4, Student’s *t* test *p* < 0.05. **g** Chronic wound fluid derived from human subjects contain CD68^+^ FSP1^+^ cells, scale bar = 10 µm. **h** Fibrocyte marker CD34 (blue), immune-staining of LysM^Cre^Rosa^mT/mG^ mice d5 wound tissue. Estimated (15 ± 2%) of CD34^+^ cells (blue) were GFP^+^, *n* = 5, scale bar = 10 µm. Data presented as ±SD

Laser capture microdissection studies of LysM^Cre^-Rosa^mT/mG^ mice enabled the collection of GFP^+^ cells of myeloid lineage from the wound edge followed by the study of fibroblast-specific genes. The expression of FSP1 as well as that of fibroblast-abundant Collagen 1 A1 (COL1A1) gene was significantly higher in d7 compared to that in d3. This revealed that most of the said transition of macrophages to fibroblast-like cells take place during the acute inflammatory phase (Fig. 1d). Flow cytometry of CD11b^+^ wound monocytes showed that in an early d3 time point, although none of the monocytes co-stained for fibroblast marker CD90^23,24^, a small population of F4/80^+^ macrophages demonstrated an early transition by testing positive for CD90 (Fig. 1e). On d7, a vast majority (68 ± 2.3%, *n* = 4) of all mature wound macrophage (F4/80^+^) presented as fibroblast-like by testing positive for the co-presence of CD90 (Fig. 1e, f). Consistent with these observations in experimental animal models, CD68^+^ FSP1^+^ fibroblast-like cells were detected in the wound fluid isolated from chronic wound patients (Fig. 1g).

Circulating fibrocytes (CD34^+^/Col1A^+^) are also of myeloid origin and could contribute to the fibroblast pool at the wound-site^25^. In wounds of LysM^Cre^-Rosa^mT/mG^ mice, only 15% of all GFP^+^ cells were CD34^+^ (Fig. 1h). Under the same conditions, 65–68% were fibroblast-like cells as manifested by GFP^+^/FSP1^+^ (Fig. 1a–f). Thus, it is estimated that among all fibroblast-like cells under such acute inflammatory conditions, a vast majority of the cells are represented by non-fibrocyte myeloid cells. In support of the contention that these cells originated from mature wound macrophage, transition to fibroblast-like cell was impaired in LysM^Cre^-Rosa^mT/mG^ mice treated with clodronate liposomes (Supplementary Fig. 1c). To address a related confounding factor, the possibility of cell fusion contributing toward GFP^+^/FSP1^+^ in wounds of LysM^Cre^-Rosa^mT/mG^mice was ruled out by cell ploidy analyses (Supplementary Fig. 1d). In addition to the expression of LysM promoter in cells of myeloid lineage, LysM is also reported in subsets of neuronal and neuronal progenitor cells including subsets of peripheral neurons^26^. The current study utilizes a cutaneous wound model where, albeit in very low abundance, it is plausible that some LysM-GFP may express in the peripheral neural fiber of skin wound. In the interest of additional rigor, we performed bone marrow transplantation (BMT) experiment adopting methodology previously reported by us^19^. In this experiment, GFP^+^ BM cells from B6 ACTb-EGFP mice (Jackson #006567) were transplanted to non-EGFP C57 BL/6 mice. The presence of GFP^+^ cells colocalizing with COL1/FSP1 was evident in the granulation tissue. To test whether GFP^+^ cells with fibroblast markers are indeed macrophages, an additional macrophage marker F4/80 was used. GFP^+^ FSP^+^/COL1^+^ cells tested F4/80^+^ supporting the proposed macrophage transition (Supplementary Fig. 2a-b). BM cells were transplanted from CD90.2 B6 ACTb-EGFP mice (donor, Jackson #006567) to CD90.1 (recipient, Jackson #000406) mice. Wound macrophages were isolated on d7 post-wounding and four-color flow cytometry was performed to detect F4/80, CD90.1, CD90.2, and GFP. Presence of donor macrophages (GFP^+^ F4/80^+^) expressing fibroblast marker CD90.2 (Supplementary Fig. 2d-e) is evident. The absence of lymphoid cells in isolated wound macrophage was ruled out by co-staining the cells with CD90 and CD19 (B cells)/CD3 (T Cells)/CD127 (Innate lymphoid cells) (Supplementary Fig. 2c).

Conversion of wound-site macrophages to fibroblast-like cells was abundant, particularly closer to newly forming epidermis, at the early phase (d5) (Fig. 2a). Such cells were observed to be dispersed throughout granulation tissue in later phases (Fig. 2b-e, Supplementary Fig. 3). These observations support the contention that the converted cells prevail post-resolution and are likely to play a role in post-closure tissue remodeling.

**Fig. 2:**
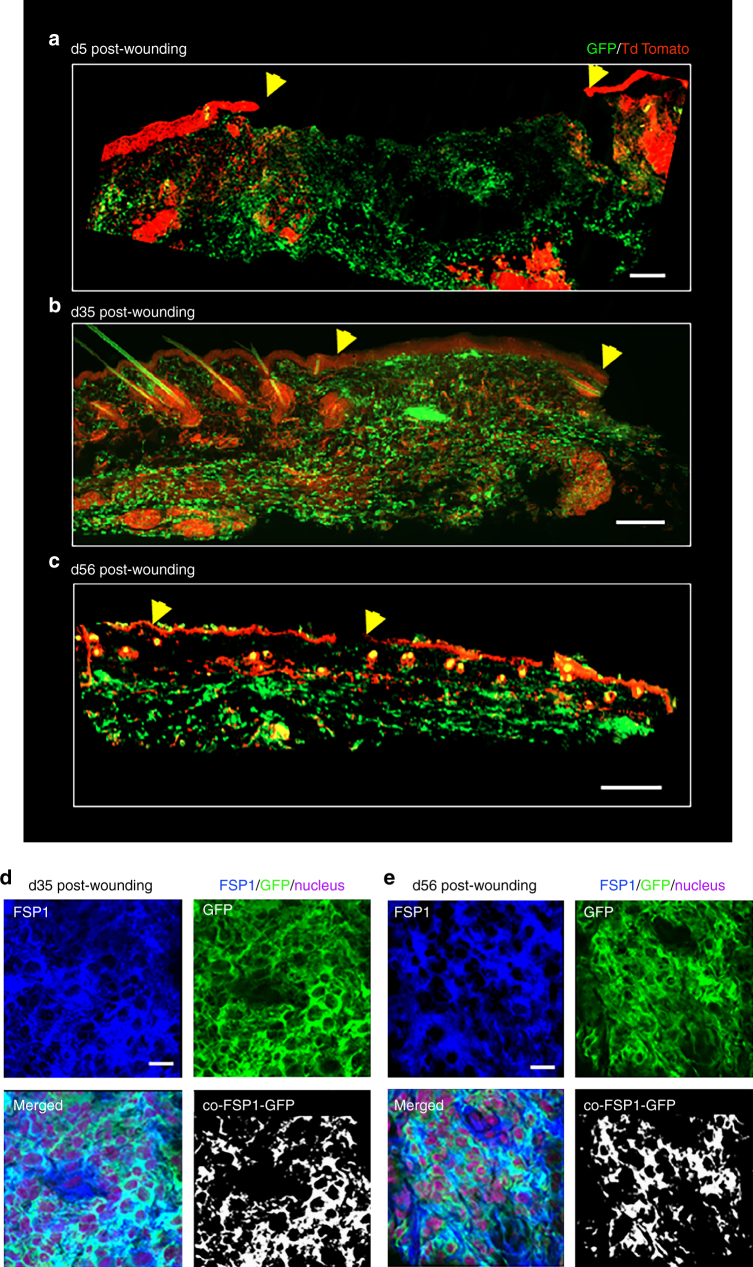
Persistence of GFP^+^ fibroblast-like cells at late remodeling phase post-wounding. **a** Conversion of wound-site macrophages (GFP^+^ green) to fibroblast-like cells was abundant, particularly closer to newly forming epidermis, at the early phase (d5). Wound edge shown in yellow arrow head, scale bar = 200 µm. **b**, **c** Such cells of myeloid origin (GFP^+^ green) were observed to be present throughout granulation tissue in later phases d35 and d56. Wound edge shown in yellow arrow head, scale bar = 200 µm. **d**, **e** FSP1 (blue) immunostaining of d35 and d56 wounds from LysM^Cre^Rosa^mT/mG^ mice. Colocalization of FSP1 with GFP^+^ cells, *n* = 5, scale bar = 10 µm

### Transcriptome of macrophage-derived fibroblast-like cells

Wound-derived CD11b^+^ cells sorted using flow cytometer for F4/80^+^ were subjected to GeneChip® microarray analyses at two phases of cell transition: early (day 3) and late (day 7). 

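The cells came from polyvinyl alcohol sponges implanted under the skin of the back of mice and harvested 3 or 7 days later. RNA of 3 d3 and 4 d7 samples was hybridized to Affymetrix GeneChip Mouse Transcriptome arrays, with 1 array for each sample. The labels call the samples biological replicates and number them 1, 3 and 4 on d3 and 5, 6, 7 and 8 on d7. The deposited table gives a log2 value for each of 72688 probe sets on each array, as processed by the authors. Their notes name Affymetrix Expression Console, and the paper's text does not name the normalization. Array medians ran from 4.14 to 4.22 on d3 (median 4.17) and from 4.14 to 4.17 on d7 (median 4.16). Leaving out 6732 array controls kept 65956 probe sets, of which 31080 carry a single gene symbol and together name 30627 genes. Where a gene had several probe sets, the one with the highest mean over all 7 arrays stood for it. The days were compared by limma on the deposited values, with Benjamini-Hochberg adjustment over all 65956 probe sets. Gene lists were tested with camera, which compares a list with all other genes, at a preset correlation between genes of 0.01. The test, the gene lists and the rule for named genes were set before the data were examined. Signal over background limits what can be seen, since 70.0% of the probe sets had a mean at or under 5.39, the highest value of the antigenomic background probes. Only 12129 probe sets had 7 different values, and 3754 had 1 value on all arrays. The positive controls of d3 replicate 3 had a median of 9.78, against 10.01 to 10.09 on the other 6 arrays.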

On day 7, transition was expected to be actively executed while on day 3 the majority wound macrophages were mostly in their native state with some early indications of commitment to transition. Out of a total of 266,220 probe sets for putative full-length mRNA tested, 2757 genes (1%) were differentially expressed in d7 compared to that in d3 (Fig. 3a). 

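From d3 to d7, 36 genes rose and 25 fell in the wound macrophages at an adjusted p under 0.05. Gpnmb, which encodes a glycoprotein of lysosomes and phagosomes, rose 4.23-fold, from 13.08 ± 0.007 (SD, n = 3) to 15.16 ± 0.14 (SD, n = 4) on the log2 scale (adjusted p = 0.00492). Igf1, which encodes a growth factor of tissue repair, rose 4-fold, from 10.43 ± 0.09 to 12.43 ± 0.11 (adjusted p = 0.00492). Trf, the iron carrier transferrin, rose by 1.91 on that scale (adjusted p = 0.00492), and Slc48a1, a heme transporter, rose by 1.70 (adjusted p = 0.0296). Retnlg, which encodes a resistin-like secreted protein, fell 28.8-fold, from 11.21 ± 0.80 to 6.36 ± 0.40 (adjusted p = 0.0432). It was the 1 of 22 measured neutrophil markers that passed the test (4 lower when adjusted over the list alone), while the list as a whole did not pass (adjusted p = 0.0885 from camera). That list passed after quantile normalization, with median centring, at or above the median level and without d7 replicate 6 (adjusted p = 0.0313, 0.0234, 0.0397 and 0.00142), against adjusted p = 0.688 with an estimated correlation. Cd300e, an activating receptor of monocytes, fell by 2.46 (adjusted p = 0.0162), and Slamf9, a receptor of the SLAM family, fell by 2.17 (adjusted p = 0.00492). Lipg, which encodes endothelial lipase, fell by 2.34 (adjusted p = 0.0304). The paired receptors Pilrb1 and Pilrb2 fell by 1.74 and 1.63 (adjusted p = 0.00629 and 0.0122). Counted as probe sets, 77 of 65956 passed (0.117%), 42 of them higher and 35 lower on d7, and 16 of these carry no single gene name. At an unadjusted p under 0.05 there were 5054, where chance gives 3298. The probe sets that passed numbered 169 after quantile normalization, 223 with each array centred on its median and 208 among those at or above the median level. More were lower than higher on d7 without d3 replicate 1 (69 higher and 143 lower), at or above the median level (103 and 105), above the array background (176 and 198), with 7 different values (355 and 469) and with the methods' t-test unadjusted (1626 and 2026). Leaving out d3 replicate 1, 3 or 4 gave 212, 26 or 20, and leaving out d7 replicate 5, 6, 7 or 8 gave 11, 9, 9 or 1, with Gpnmb past the test each time. Igf1, Trf and Slamf9 lost the call only without d7 replicate 8 (adjusted p = 0.0614 each), Pilrb1 kept it only without any 1 d3 array or d7 replicate 7, Pilrb2 only without d3 replicate 1 or 4 or d7 replicate 5, and Retnlg and Cd300e only without d3 replicate 1, while Slc48a1 and Lipg lost it whichever array was left out (adjusted p from 0.051 to 0.147 and from 0.0545 to 0.153), and Retnlg also with array weights.

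**Figure D1:**
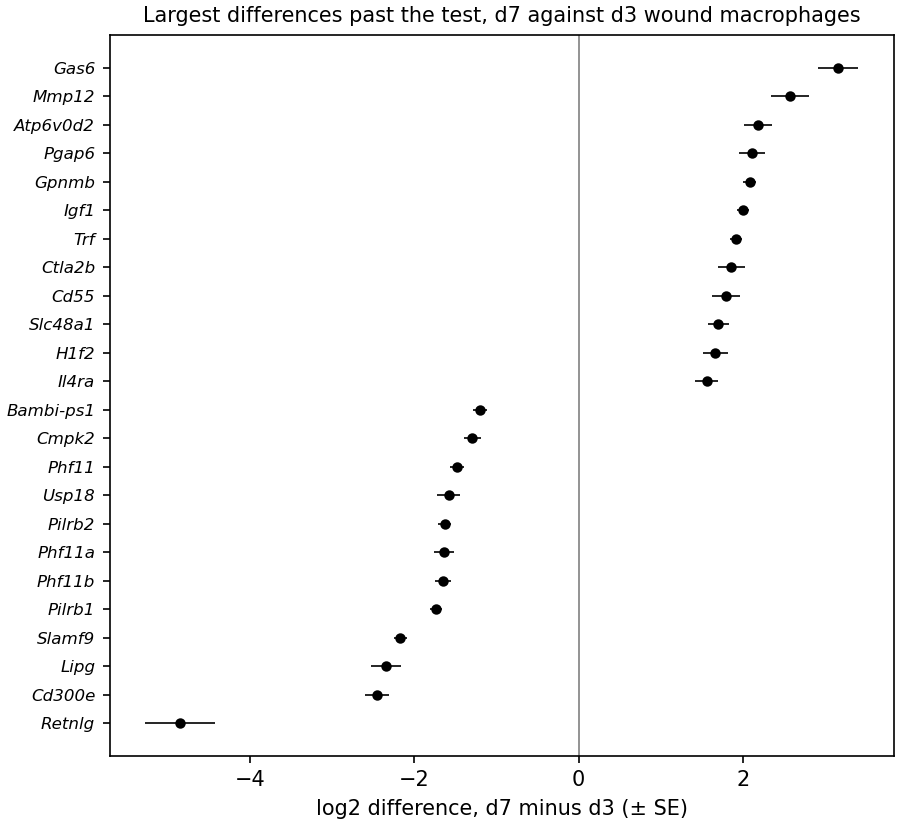
Log2 difference between d7 (n = 4) and d3 (n = 3) wound macrophages for the 12 genes with the largest rise and the 12 with the largest fall among those that passed the test, leaving out predicted genes and small RNAs. Points are differences of the means and bars are standard errors. Retnlg lies lowest and Gas6 highest.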

Hierarchical cluster analysis of primary murine dermal fibroblast (GEO accession numbers: GSM 106139, GSM 106141, GSM 106149) and murine primary keratinocytes (GEO accession numbers: GSM 844759, GSM 844760, GSM 844761) transcriptomes obtained from Gene Expression Omnibus (GEO) database-enabled identification of a clear subset of fibroblast-specific genes differentially expressed in d7 wound macrophages. Such evidence points toward a plausible transition of macrophages to fibroblast-like cells from days 3 to 7 (Fig. 3b). 

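Lbp, which encodes a protein that binds bacterial lipopolysaccharide, was the 1 gene labelled in Fig. 3b that passed the test between d3 and d7. Its measured rise on the log2 scale was 0.44 (adjusted p = 0.0181 from limma). The means were 5.05 ± 0.05 (SD, n = 3) on d3 and 5.49 ± 0.03 (SD, n = 4) on d7. The d3 mean lay under the array background of 5.39 and the d7 mean near it, so the size of the rise is uncertain. The other 21 of the 22 genes measured did not pass. Gstm1, a glutathione transferase, had 7.89 ± 0.31 on d3 and 9.29 ± 0.29 on d7 (adjusted p = 0.153), and Vegfa, a growth factor of blood vessels, had 10.16 ± 0.28 and 11.45 ± 0.34 (adjusted p = 0.214). Mamdc2, which encodes an extracellular matrix protein, had 5.81 ± 0.03 and 7.08 ± 0.30 (adjusted p = 0.114). Plac8, known from monocytes, had 12.53 ± 0.27 on d3 and 11.55 ± 0.09 on d7 (adjusted p = 0.115), with d7 replicate 7 at 11.69 and the other d7 arrays at 11.5 to 11.52. The d7 mean lay above the d3 mean for 19 of the 22 genes and below it for 3, with a median log2 difference of 0.43, and Pkd1l2 changed side after quantile normalization or median centring. Adjusted over the list alone, 18 were higher and 1 was lower on d7, but the study chose these genes on these samples, so this count is not independent evidence of their direction. Of 21 keratinocyte markers measured, none passed the test in limma, none reached an unadjusted p under 0.05, and all 21 were at the array background on both days (adjusted p = 0.224 from camera). The fibroblast and keratinocyte arrays of the panel were not analysed here. With an array left out in turn, Lbp kept the call only without d3 replicate 1 (adjusted p from 0.0245 to 0.118).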

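Gas6, which bridges apoptotic cells to receptors on phagocytes, rose 8.91-fold from d3 to d7, from 7.17 ± 0.27 (SD, n = 3) to 10.32 ± 0.38 (SD, n = 4) on the log2 scale. This is a log2 difference of 3.16 (standard error 0.25, adjusted p = 0.0304 from limma). Mmp12, the macrophage elastase, rose 5.95-fold (log2 difference 2.57, standard error 0.23, adjusted p = 0.0433). Cd55, which restrains complement on the cell surface, rose 3.47-fold, from 6.98 ± 0.34 to 8.77 ± 0.12 (adjusted p = 0.0489). Adgre4, a receptor of myeloid cells formerly named Emr4, had 10.29 ± 0.34 on d3 and 8.14 ± 0.38 on d7 (adjusted p = 0.0935). Chil3, a chitinase-like protein formerly named Chi3l3, had 8.71 ± 0.37 and 6.36 ± 0.43 (adjusted p = 0.0978), with d7 replicate 6 at 5.72 and the other d7 arrays at 6.51 to 6.64. Pdgfc, a ligand of the PDGF receptors, had 6.20 ± 0.26 on d3 and 7.74 ± 0.32 on d7 (adjusted p = 0.124). It was read for the study's label PdgfrC, which is no gene symbol, so this reading is uncertain. Pdgfrb, a receptor of that family, was at the array background, at 4.16 on d3 and 4.15 on d7. Adjusted over the list alone, 4 were higher and 2 lower, but the study chose these genes on these samples, so this count is not independent evidence of their direction. Gas6 and Cd55 lost the call whichever array was left out (adjusted p from 0.0593 to 0.149 and from 0.0646 to 0.21). With each array centred on its median all 6 genes passed, and after quantile normalization all but Pdgfc.

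**Figure D2:**
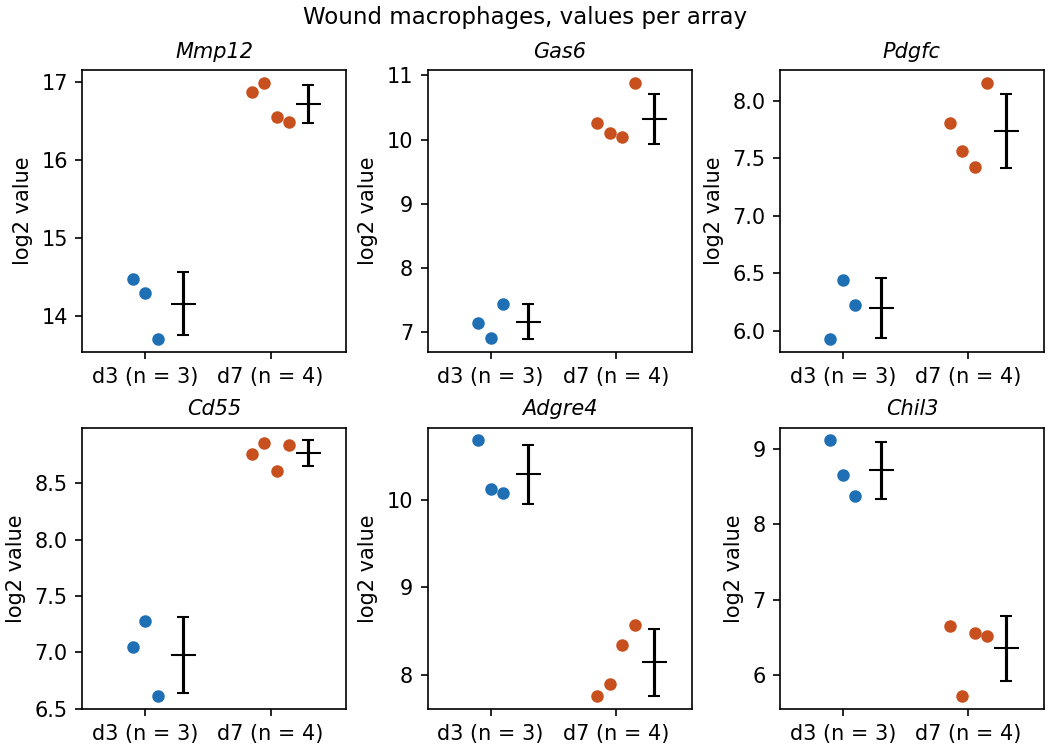
Log2 values of 6 genes on each d3 (n = 3) and d7 (n = 4) array of wound macrophages. Each point is an array and the black bars are means with SD. The d7 means of Mmp12, Gas6, Pdgfc and Cd55 lie above the d3 means and those of Adgre4 and Chil3 below.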

The top 10 differentially expressed genes, ranked based on fold-change data, were validated using quantitative real-time PCR (qRT-PCR) analysis (Fig. 3c, Supplementary Fig. 4b, c). Ingenuity^®^ pathway analysis of differentially expressed transcripts recognized the downregulation of gene networks that are functionally related to immune and inflammatory response (Fig. 3d). In contrast, fibroblast-specific gene networks were upregulated (Fig. 3e). 

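Of 31 interferon-stimulated genes, which type I interferon switches on, 2 fell from d3 to d7 in the wound macrophages and none rose (28 lower when adjusted over the list alone). On d7 30 had a lower mean, and the median log2 difference was -0.62. As a whole the list was lower on d7 (adjusted p = 3.71e-26 from camera), but with adjusted p = 0.0597 with an estimated correlation. Usp18, which removes the ubiquitin-like ISG15 from proteins, fell 2.99-fold, from 13.60 ± 0.14 (SD, n = 3) to 12.02 ± 0.23 (SD, n = 4) (adjusted p = 0.0433). Cmpk2, a mitochondrial nucleotide kinase, fell 2.45-fold, from 13.47 ± 0.09 to 12.18 ± 0.18 (adjusted p = 0.0344). Of the genes labelled in Fig. 3d, 23 were measured, and Pram1, an adaptor protein of myeloid cells, fell by 0.71 (adjusted p = 0.0314) while the other 22 did not pass. Among them, the antiviral gene Rsad2 had 13.63 ± 0.20 and 12.37 ± 0.16 (adjusted p = 0.0614), and Mx1, an interferon-induced GTPase, had 10.15 ± 0.26 and 8.81 ± 0.24 (adjusted p = 0.108). Tlr9, a sensor of unmethylated DNA, had 12.32 ± 0.49 and 10.73 ± 0.44 (adjusted p = 0.303). All 23 had a lower mean on d7 (median log2 difference -0.54, from -2.03 to -0.02), apart from Irf3 with median centring and without d3 replicate 4, and 21 were lower when adjusted over the list alone. The study chose these genes on these samples, so that count is not independent evidence of their direction. Some of them, such as Rsad2, Mx1 and Ifit2, are also in the interferon list, so its result is not fully separate from that choice. Of 30 inflammatory cytokines and mediators, Il18, an inflammasome-dependent cytokine, fell by 0.49 (adjusted p = 0.0344) and none rose (1 higher and 5 lower when adjusted over the list alone). That list did not pass as a whole (adjusted p = 0.224), although it did with each array centred on its median (adjusted p = 0.0234) and without d7 replicate 6 (adjusted p = 0.00418). Of 23 pattern recognition receptors none passed in limma, with 11 at an unadjusted p under 0.05 and 2 lower when adjusted over the list alone, and the list passed only without d3 replicate 3 (adjusted p = 0.247 from camera, 0.0125 without it). Usp18 and Cmpk2 lost the call whichever array was left out (adjusted p from 0.0557 to 0.191 and from 0.0645 to 0.176) and Usp18 also with array weights, while Il18 kept it only without d3 replicate 1 and Pram1 only without d3 replicate 4.

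**Figure D3:**
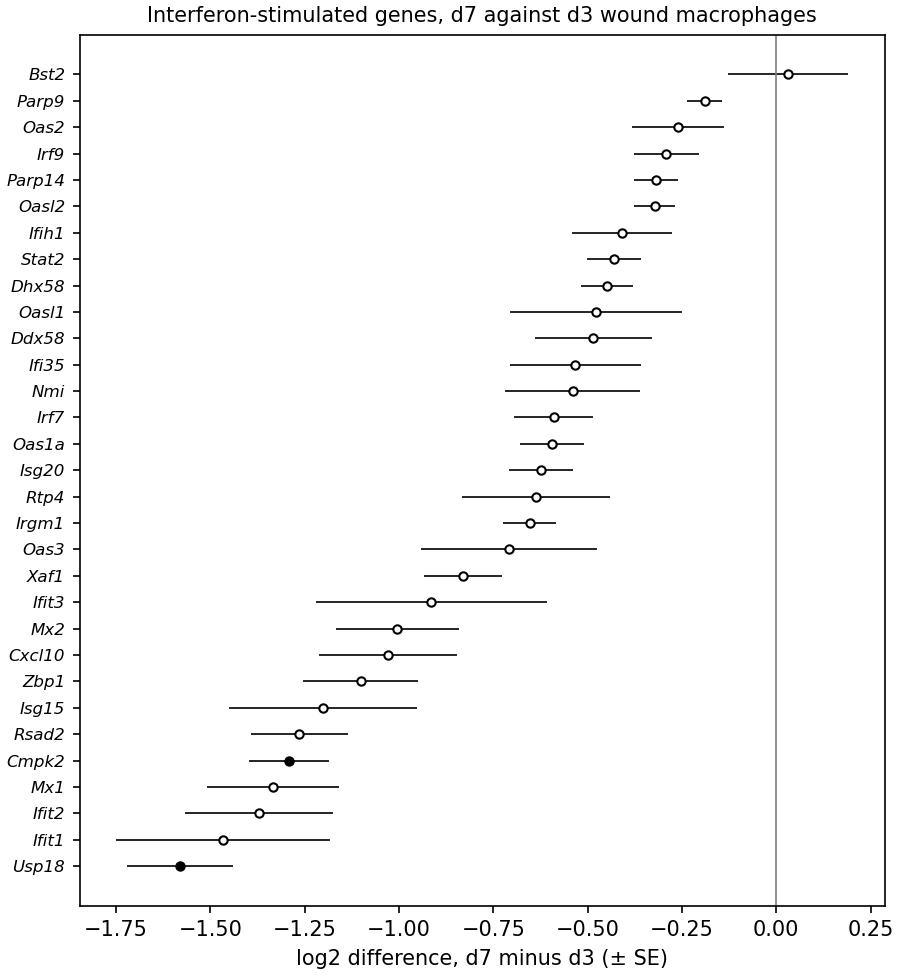
Log2 difference between d7 (n = 4) and d3 (n = 3) wound macrophages for 31 interferon-stimulated genes. Points are differences of the means, filled where the gene passed the test, and bars are standard errors. All but 1 lie below 0.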

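Of the genes labelled in Fig. 3e, 15 were measured, and 1 of them, Mmp12, passed the test between d3 and d7. All 15 had a higher mean on d7, with a median log2 difference of 0.59 (from 0.11 to 2.57). Ctsk, a lysosomal protease that cleaves collagen, had 7.33 ± 0.21 (SD, n = 3) on d3 and 8.48 ± 0.14 (SD, n = 4) on d7 (adjusted p = 0.0714). Timp2, an inhibitor of matrix metalloproteases, had 11.69 ± 0.18 and 12.41 ± 0.13 (adjusted p = 0.145), with d7 replicate 8 at 12.6 and the other d7 arrays at 12.32 to 12.37. Itgax, the integrin CD11c, had 8.88 ± 0.83 and 10.93 ± 0.52 (adjusted p = 0.382). Adjusted over the list alone, all 15 were higher on d7, but the study chose them on these samples, so this count is not independent evidence of their direction. Of 26 lysosomal genes, 5 of which are also labelled in the panel, Gpnmb and Atp6v0d2 rose and none fell (10 higher when adjusted over the list alone). Atp6v0d2, a subunit of the proton pump, rose 4.56-fold, from 8.08 ± 0.27 to 10.26 ± 0.21 (adjusted p = 0.0304). The lysosomal list was higher as a whole (adjusted p = 4.26e-11 from camera), but with adjusted p = 0.0597 with an estimated correlation. Of 23 growth factors and cytokines of repair, Igf1 and Tgfb3 rose and none fell (5 higher when adjusted over the list alone; adjusted p = 0.00103 from camera, and adjusted p = 0.0766 with an estimated correlation). Tgfb3, a transforming growth factor, had a measured rise of 1.54 to a d7 mean of 6.93 ± 0.10 (adjusted p = 0.015 from limma). Its d3 mean of 5.39 ± 0.15 was at the array background, so the size of the rise is uncertain. Of 34 fibrillar collagen and fibroblast matrix genes none passed in limma, with 1 at an unadjusted p under 0.05 and none when adjusted over the list alone (adjusted p = 0.723 from camera). On both days 33 of the 34 were at the array background, among them Col1a1, a chain of type I collagen, at 4.64 on every array. P4ha1, which hydroxylates collagen and is the 1 above it, had 10.83 ± 0.19 and 11.07 ± 0.08 (adjusted p = 0.647). Of 20 genes of basement membranes and other collagens, laminins among them, 18 were at the array background, none passed in limma and none reached an unadjusted p under 0.05 (adjusted p = 0.723 from camera). With an array left out in turn, Atp6v0d2 kept the call only without d3 replicate 1, and Tgfb3 only without d3 replicate 1 or 3 (adjusted p from 0.0442 to 0.149 and from 0.0313 to 0.097).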

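Of 26 measured macrophage identity genes, Mrc1, the mannose receptor CD206, rose from d3 to d7 and none fell (3 higher and 3 lower when adjusted over the list alone). Mrc1 rose 2.67-fold, from 15.26 ± 0.15 (SD, n = 3) to 16.68 ± 0.12 (SD, n = 4) on the log2 scale (adjusted p = 0.0263). Adgre1 and Itgam, which encode the sorting markers F4/80 and CD11b, had 16.84 ± 0.02 and 17.13 ± 0.03 on d3 and 16.85 ± 0.02 and 17.10 ± 0.01 on d7. Cd68, a lysosomal marker of macrophages, had 17.53 ± 0.24 and 17.86 ± 0.04, and Lyz2, lysozyme M, had 19.45 ± 0.02 and 19.36 ± 0.04. The list as a whole did not pass (adjusted p = 0.638 from camera). Of 16 monocyte markers none passed in limma, with 12 at an unadjusted p under 0.05 and 1 higher and 8 lower when adjusted over the list alone. That list was lower on d7 as a whole (adjusted p = 8.7e-08 from camera), but with adjusted p = 0.103 with an estimated correlation. Ly6c2, which marks inflammatory monocytes, had 17.78 ± 0.37 on d3 and 15.76 ± 0.30 on d7 (adjusted p = 0.0865). Of 27 fibroblast identity genes, 22 were at the array background on both days, none passed in limma and none reached an unadjusted p under 0.05 (adjusted p = 0.723 from camera). S100a4, which encodes FSP1, had 13.40 ± 0.12 and 13.38 ± 0.05 (adjusted p = 0.935), and Vim, the intermediate filament vimentin, had 15.62 ± 0.18 and 15.71 ± 0.07 (adjusted p = 0.7). Thy1, the fibroblast surface marker CD90, was at the background, at 4.31 on d3 and 4.34 on d7. When single arrays were left out, Mrc1 kept the call only without d3 replicate 1 (adjusted p from 0.0371 to 0.121). From lower immune and inflammatory networks and higher fibroblast networks on d7, together with the subset of fibroblast-specific genes, the paper proposes that macrophages turn into fibroblast-like cells between these days. It bases this conversion also on lineage tracing, CD90 protein by flow cytometry and other experiments, bone marrow transplantation and macrophage depletion among them. Its qRT-PCR of FSP1 and Col1A1 used GFP+ cells captured from excisional wounds, not sponge macrophages. None of that other evidence was analysed here.

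**Figure D4:**
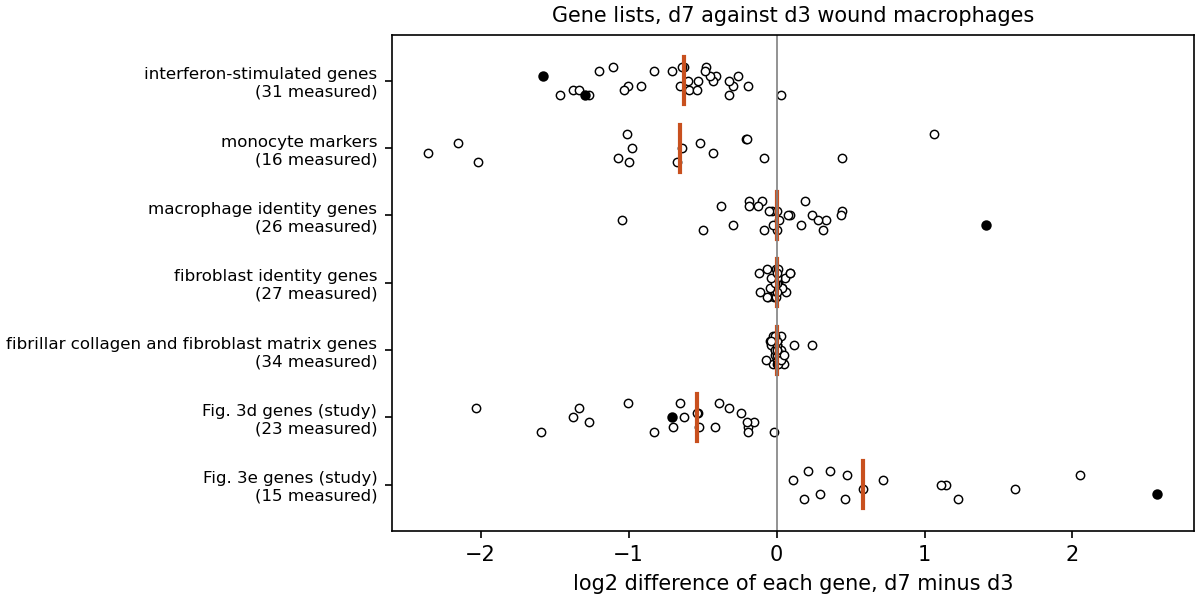
Log2 difference between d7 (n = 4) and d3 (n = 3) for each measured gene of 7 lists in wound macrophages. Each point is a gene, filled where it passed the test, and the coloured bars are medians. Interferon-stimulated genes and monocyte markers lie mostly below 0, and the fibroblast and collagen lists lie close to 0. The lists marked as the study's were chosen by the study on these samples.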

Taken together, the global gene expression profiling and pathway analyses points toward a transition involving overexpression of fibroblast-specific while macrophage-related genes were downregulated.

**Fig. 3:**
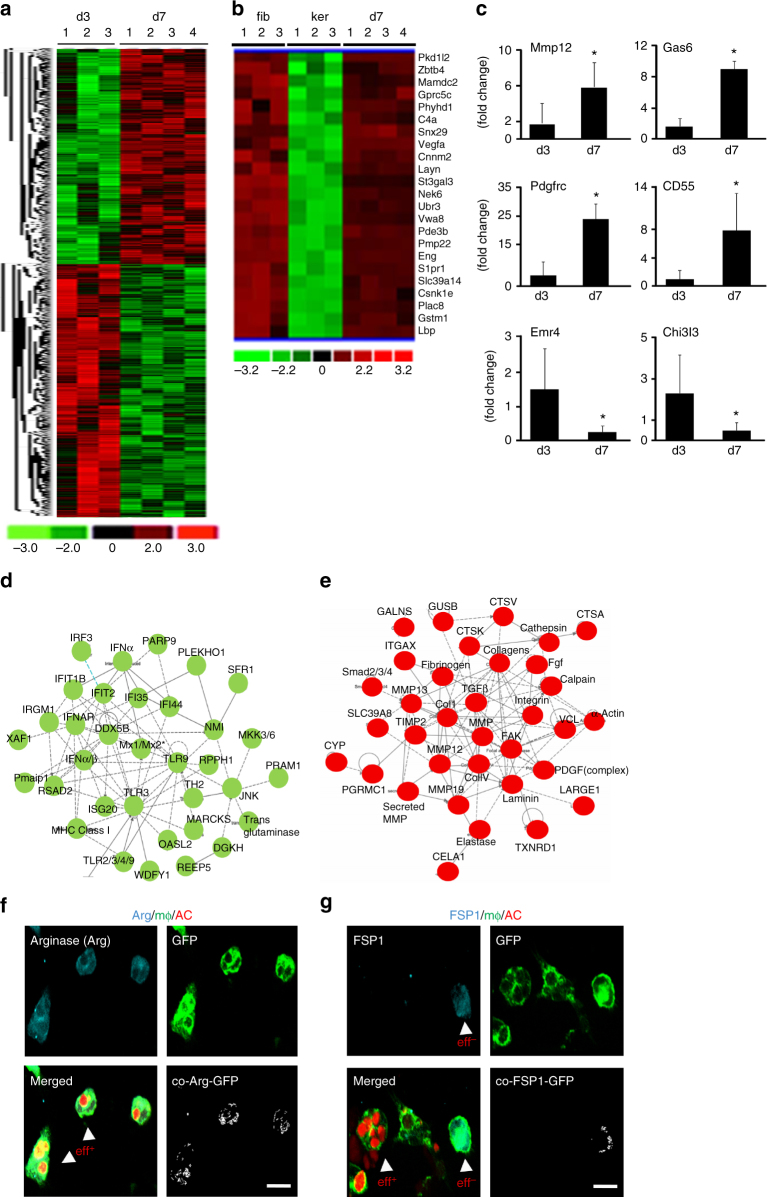
Transcriptome profiling of macrophage-derived fibroblast-like cells. **a** Heat map illustrating cluster of transcripts from CD11b^+^ F4/80^+^ wound macrophages at d3 and d7 post-wounding (PW). A total of 2757 genes were differentially expressed (*p* < 0.05, FDR). **b** Hierarchical cluster analysis of primary murine dermal fibroblast (GEO accession numbers: GSM 106139, GSM 106141, GSM 106149) and murine primary keratinocytes (GEO accession numbers: GSM 844759, GSM 844760, GSM 844761) transcriptomes obtained from Gene Expression Omnibus (GEO) database-enabled identification of a clear subset of fibroblast-specific genes differentially expressed in d7 CD11b^+^ F4/80^+^ wound macrophages. **c** qRT-PCR analysis of Mmp12, Gas6, PdgfrC, CD55, Emr4, and Chi3l3 mRNA expression identified differentially expressed in the transcriptome analysis, *n* = 5, Student’s *t* test *p* < 0.05. **d**, **e** Ingenuity**®** pathway analysis of the differentially expressed transcriptome. Pathways were scored using Fischer exact test (*p* < 0.05). **d** Downregulation of innate immune and inflammatory response genes in d7 wound macrophages compared to d3 wound macrophages. **e** Upregulation of fibroblast-specific genes in d7 wound macrophages. Pathways were scored using Fischer exact test (*p* < 0.05). **f**, **g** Efferocytosis with d3 wound macrophages (GFP^+^, green) from LysM^Cre^Rosa^mT/mG^ isolated and co-cultured with apoptotic cells (red). **f** Post-efferocytosis of apoptotic cell thymocytes (AC, red), wound macrophages (GFP, green) expressed arginase (cyan), *n* = 5, whereas **g** wound macrophages that did not participate in efferocytosis expressed FSP1 (cyan), *n* = 5, scale bar = 10 µm

Efferocytosis, or engulfment of apoptotic cells, is an inherent function of wound macrophages^27^. Successful efferocytosis may play a critical role in advancing pro-inflammatory M1 to reparative M2 macrophage subsets^11,19,28^. Induced expression of arginase is a hallmark of the post-efferocytotic macrophage^29^ (Fig. 3f). Of particular interest is our observation that wound macrophages that did not participate in the process of efferocytosis lent themselves to transition into FSP1^+^ fibroblast-like cells (Fig. 3g). Indeed, efferocytosis-impaired wound macrophages from milk fat globule-EGF factor 8 (MFG-E8)^−/^^−^ mice^19^ demonstrated evidence of increased transition to fibroblast-like cells (Supplementary Fig. 4a).

An additional line of evidence testing whether wound-site macrophages convert to fibroblast-like cells was obtained from a wound explant system supplemented with fibroblast-selective media allowing isolation of purified primary fibroblasts^30^. Isolation of CD90^+^/FSP1^+^ wound fibroblasts using this approach showed an abundance of GFP^+^ cells indicating myeloid lineage (Fig. 4a, Supplementary Fig. 5). Interestingly, such myeloid-lineage fibroblasts established interlinks^31^ with the FSP^+^/GFP^−^ non-myeloid fibroblasts (Fig. 4b). Cognizant of the fact that CD90 is also expressed by the other cells including cells of lymphoid origin^32^, additional experiments were aimed at determining the purity of the explant culture using multiple fibroblast-specific staining (Fig. 4c). Presence of any major lymphoid origin cells in CD90^+^ sorted explant culture cells was ruled out using multicolor flow cytometry (Supplementary Fig. 6 a,b).

**Fig. 4:**
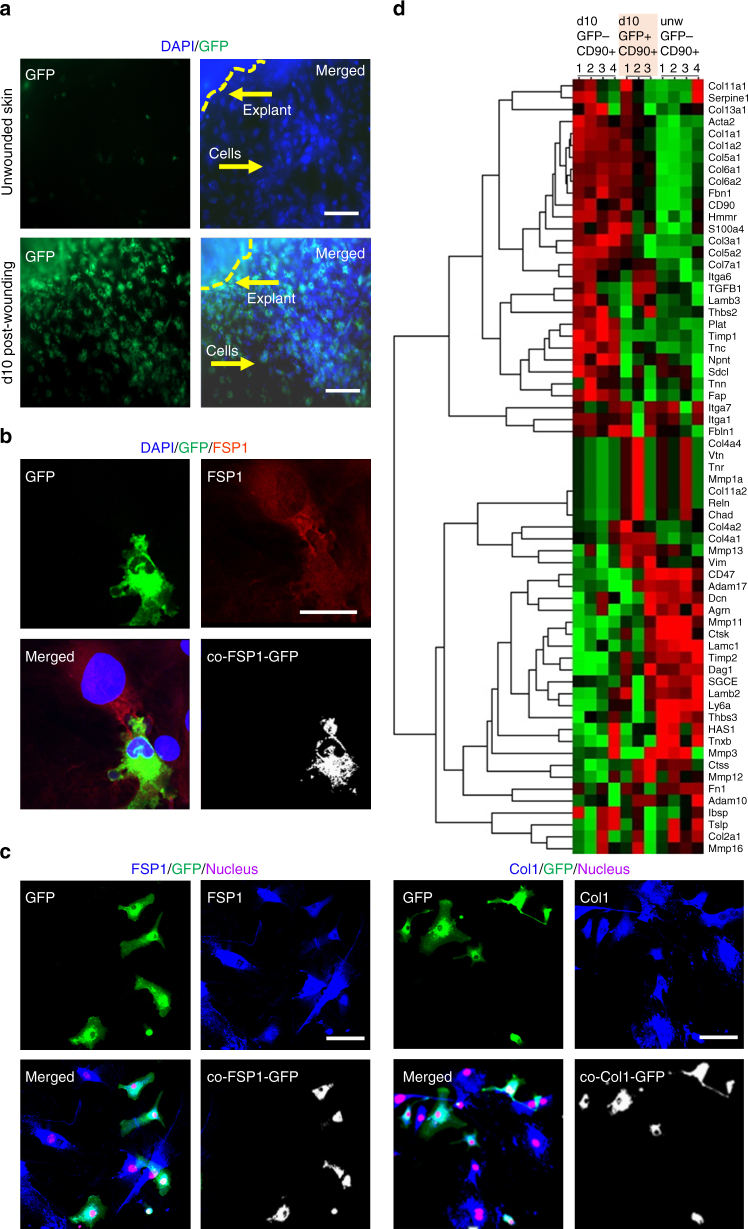
Isolation of macrophage-derived fibroblast-like cells from wound-derived explants. **a** Primary dermal fibroblasts isolated from skin or d10 post-wounding tissue of LysM^Cre^Rosa^mT/mG^ mice. Scale bar = 50 µm. **b** GFP^+^ FSP^+^ fibroblasts interlinked with GFP^−^ FSP^+^ fibroblast isolated from d10 wound explants. Scale bar = 20 µm. **c** (left) Immunostaining of GFP^+^ (myeloid, green) and FSP1 (fibroblast, blue) cells in d10 wound explants skin cultures *n* = 5, scale bar = 50 µm. Colocalization of the GFP^+^ cells (green) with FSP1^+^ (blue) demonstrating their myeloid origin. (right) Immunostaining of GFP ^+^ (myeloid, green) and Col1 (fibroblast, blue) cells in d10 wound explants skin cultures *n* = 5, scale bar = 50 µm. Multiple fibroblast-specific staining (FSP1/Col1) demonstrated the purity (>99%, fibroblasts) of the explant culture. **d** Heat map illustrating clusters of transcripts from GFP^−^CD90^+^ or GFP^+^CD90^+^ primary fibroblasts isolated from d10 wound explants. Additionally, GFP^-^CD90^+^ primary fibroblast were isolated from unwounded skin. Gene expression profiling of 70 genes relating to ECM/fibroblast was performed using NanoString nCounter system. The expression pattern of GFP^−^CD90^+^ or GFP^+^CD90^+^ primary fibroblasts from d10 wound explants were largely similar, i.e., not significantly different (*t*-test with Bonferroni correction) but was distinctly different from unwounded skin GFP^-^CD90^+^ primary fibroblasts

Flow sorting of myeloid-lineage wound-site fibroblasts (GFP^+^/CD90^+^) of LysM^Cre^Rosa^mT/mG^ mice enabled further characterization of these cells. Comparison of gene expression profile of myeloid fibroblast-like cells to reference non-myeloid fibroblasts recognized the parallel between the two types of cell as it relates to expression of ECM/fibroblast-specific genes (Fig. 4d). This line of evidence lends compelling support to the notion, developed by other lines of evidence in this work, that at the wound-site macrophages convert to fibroblasts.

### miR-21 is required for wound macrophage conversion

In the wound milieu, cell fate is guided by micro environmental cues. For wounds, much of this cue is captured in the wound fluid^33^. In the context of macrophage conversion, do wound fluid from healing and non-healing chronic wound patients perform differentially? Human peripheral blood monocyte-derived macrophages (MDMs) polarized to M1 were treated with wound fluid obtained from healing or non-healing chronic wounds. Interestingly, wound fluid from healing but not from non-healing cases caused huddling of cells, characteristic of cell conversion^34^ (Fig. 5a, b). Indeed, such huddled cells showed signs of transition to fibroblast-like cells as evident by increased expression of FSP1 and Col1A1 (Fig. 5a, d). To understand the causative factor underlying such transition, exosomal content of wound fluid from healing patients were analyzed revealing higher abundance of miR-21 compared to that from fluid of non-healing cases (Fig. 5c). The significance of miR-21 as an active principle in the wound fluid, which advances wound macrophages to fibroblast-like cells, was heightened by our finding that delivery of miR-21 mimic to M1 macrophages induced cell conversion. Such conversion of macrophages manifested as increased FSP1 protein expression, FSP1/COL1A1 gene expression and increased collagen production as determined using Sircoll assay (Fig. 5e–i, Supplementary Fig. 7b, d). Sequestration of miR-21 from the wound fluid of healing patients markedly impaired cell conversion (Supplementary Fig. 7a). miR-21 delivery ex vivo to day 3 wound macrophages from pOBCol3.6GFPtpz tg mice, that express topaz-GFP upon COL1A1 promoter, led to promoter activation (GFP^+^, Fig. 5j, k). Furthermore, delivery of miR-21 to human M1 macrophages caused activation of FSP1 promoter (Fig. 5l). Taken together, it is evident that elevated miR-21 plays a critical role in the conversion of macrophages to fibroblast-like cells. The possibility that higher myeloid fibroblast abundance may have been caused by proliferation of converted cells, as opposed to induction of conversion, was ruled unlikely based on the observation that miR-21 mimic treatment did not induce Ki67 in converted cells (Supplementary Fig. 7c).

**Fig. 5:**
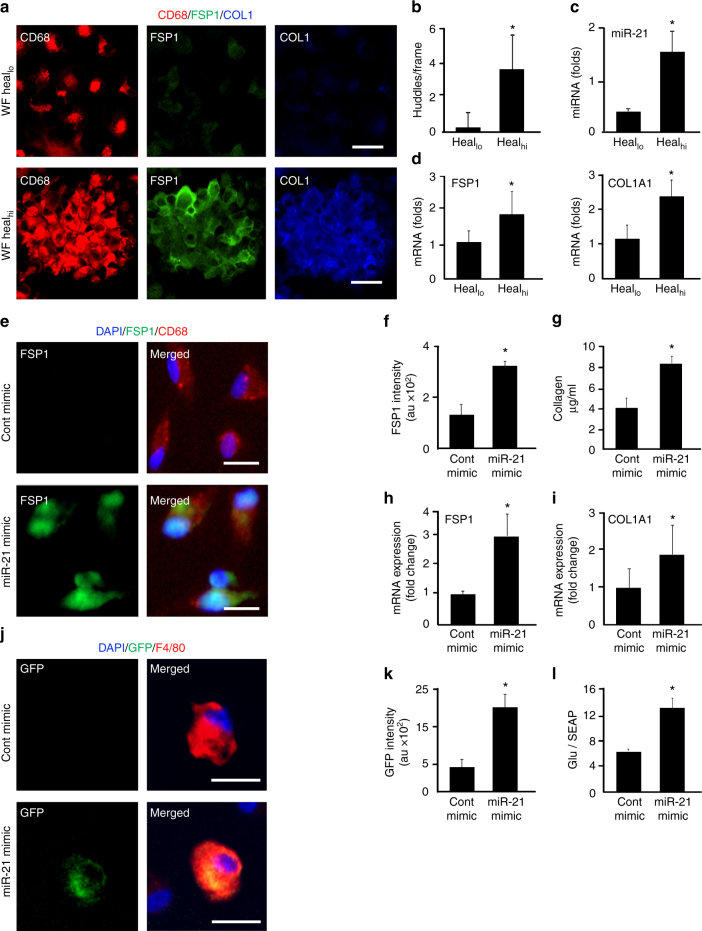
Conversion of wound macrophages to fibroblast-like cells require miR-21. **a** MDM were polarized to pro-inflammatory M1 with LPS and IFNγ. Treatment of polarized MDM (CD68^+^, red) with fluids from either healing wounds (heal_hi_) or non-healing wounds (heal_lo_) for 72 h. FSP1 (green) and COL1 (blue) were determined using immunostaining, scale bar = 20 µm. **b** The treatment with heal_hi_ wound fluid resulted in huddling. **c **qRT-PCR analysis of miR-21 in fluids from heal_hi_ and heal_lo_ wounds *n* = 5, Student’s *t* test *p* < 0.05. **d** qRT-PCR analysis of FSP1 and Col1A1 expressions in MDM treated with heal_hi_ or heal_lo_ wound fluids, *n* = 5, Student’s *t* test *p* < 0.05. **e**, **f** miR-21 or control mimics were delivered to M1-polarized MDM followed by **e** immunostaining with CD68 (macrophage, red) and FSP1 (fibroblast, green), scale bar = 10 µm. **f** Quantification of FSP1 intensity in control and miR-21 mimic-transfected MDMs, *n* = 5, Student’s *t* test *p* < 0.05. **g** miR-21 mimic-transfected MDM cells displayed increased collagen production as measured using Sircoll assay, *n* = 5, Student’s *t* test *p* < 0.05. **h**, **i** qRT-PCR analysis of **h** FSP1 and **i** Col1A1 in miR-21 mimic-delivered MDM, *n* = 6, Student’s *t* test *p* < 0.05. **j**, **k** miR-21 delivery induced Col1A1 promoter in wound macrophage from pOBCol3.6GFPtpz transgenic mice. The wound macrophages (red) were isolated on d3 post-wounding (inflammatory phase) followed by miR-21 or control mimic delivery. The activation of Col1A1 promoter (GFP, green) was imaged. **k** GFP intensity in control and miR-21 mimic-transfected cells, *n* = 5, Student’s *t* test *p* < 0.05, scale bar = 10 µm. **l** M1 polarized human MDM polarized to M1 were transfected with luciferase reporter vector pEZX-PG04 containing promoter for FSP1 (NM_002961) upstream of secreted Gaussia luciferase (Gluc) and secreted alkaline phosphatase (SEAP, endogenous control) along with miR-21 or control mimic delivery. Luciferase activity measured as GLuc/SEAP, *n* = 5, Student’s *t* test *p* < 0.05

### miR-21 mechanisms in wound-macrophage conversion

The involvement of miR-21 in cell conversion implicates two pathways of post-transcriptional gene silencing. First, miR-21 targeted KLF-5. Bioinformatics analysis showed seed sequence for miR-21 pairing on the 3′UTR of KLF-5 (Fig. 6a). We then established KLF-5 as a direct target of miR-21 using 3′UTR reporter assays (Fig. 6b–d). Knockdown of KLF-5 using siRNA-augmented FSP1 demonstrating a critical role of KLF-5 in miR-21-mediated FSP1 and Vitronectin expression (Fig. 6e, Supplementary Fig. 8a-b). Second, miR-21 silenced PTEN. The significance of PTEN in miR-21-dependent cell conversion was established in studies demonstrating that PTEN silencing indeed augmented FSP1 and Vitronectin expression (Fig. 6f, Supplementary Fig. 8c). Furthermore, double silencing of both KLF-5 and PTEN, as would be achieved by miR-21, was potent in inducing the expression of multiple fibroblast-related ECM genes (Fig. 6g).

**Fig. 6:**
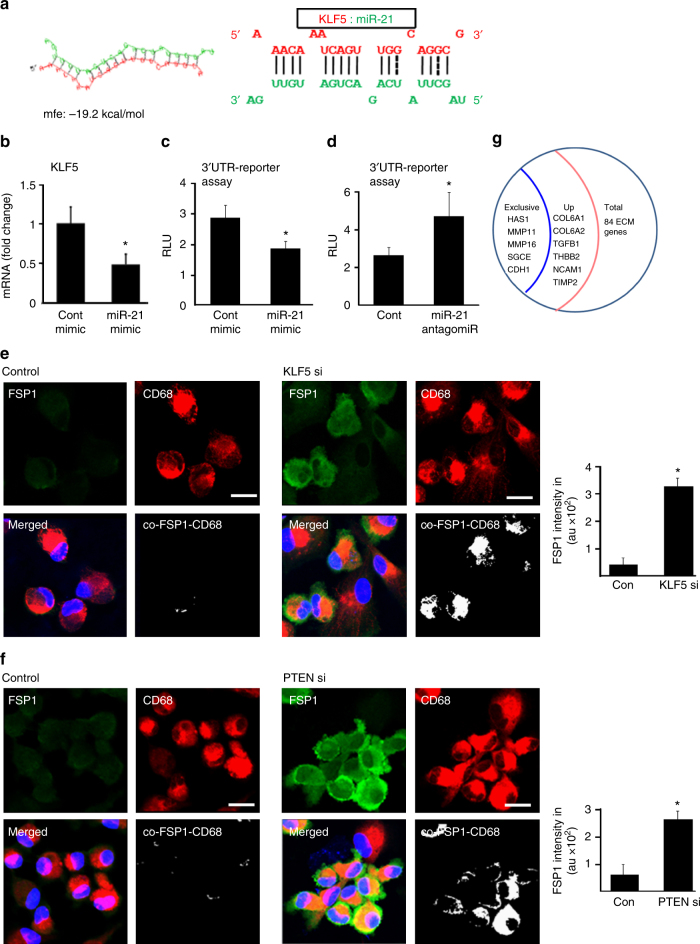
miR-21 targets KLF5 and PTEN for wound macrophage to fibroblast-like cell conversion. **a** miR-21 predicted to target the KLF5 3′UTR position 348–368 using RNAHybrid prediction algorithm. **b** qRT-PCR analysis of KLF5 expression in miR-21 transfected M1 polarized human MDM, *n* = 5, Student’s *t* test *p* < 0.05. **c**, **d** KLF5- 3′UTR luciferase reporter assay transfected with either (**c**) miR-21 mimic or (**d**) miR-21 antago-miR in M1-polarized human MDM, *n* = 6, Student’s *t* test *p* < 0.05. **e**, **f** CD68 (macrophage, red) and FSP1 (fibroblast, green) immunostained MDM transfected with (**e**) KLF5 si and (**f**) PTEN si, *n* = 6, Student’s *t* test *p* < 0.05, scale bar = 10 µm. **g** M1 polarized human MDM transfected with both PTEN si and KLF5 si were subjected to RT^2^ Profiler PCR array for human extracellular matrix and adhesion molecules. The expression of HAS1, MMP11, MMP16, SGCE, and CDH1 were present only in the double knockdown (PTEN si and KLF si) cells while it was not detected in the control-transfected group. Expressions of a total of six genes were specifically upregulated in the PTEN si/KLF5 si-treated cells as comparted to the control si-treated cells, *n* = 4, Student’s *t* test *p* < 0.05

### Wound-site keratinocytes influence macrophage function

Keratinocyte-derived exosomes are rich in miR cargo^35^. miR-21 is abundantly expressed in epithelial cells^36^. At the wound site, do keratinocyte miR-21 influence macrophage function? Exosomes isolated from human HaCaT keratinocytes enriched with miR-21 mimic directly activated the Col1A1 promoter of wound macrophage (Fig. 7a, b). Furthermore, miR-21-enriched keratinocytes induced FSP1 expression in wound macrophages placed in a chamber separated by a cell-impermeable transmembrane (Fig. 7c). To test the significance of keratinocyte miR-21 on wound macrophage function, miR-21^fl/fl^ K14^Cre^ mice were developed to conditionally deplete miR-21 from keratin14^+^(K14^+^) cells (Fig. 7d, Supplementary Fig. 9a). This depletion resulted in significant lowered level of miR-21 levels in exosomes of the wound fluid recognizing keratinocytes as a contributor of miR-21 to the wound fluid environment (Fig. 7e). Cellular EV release is regulated by micro environmental conditions such as inflammation. EV production by the skin during the inflammatory phase of wound healing was six folds higher than that of the intact skin (Supplementary Fig. 9c). Keratinocyte origin of such EV was tested by tracking keratinocyte specific proteins as component of EV cargo (Supplementary Fig. 9d). This work recognizes TNFα, a key pro-inflammatory cytokine at wound site, as a marked inducer of EV release from human keratinocytes (Fig. 7f, Supplementary Fig. 9b).

**Fig. 7:**
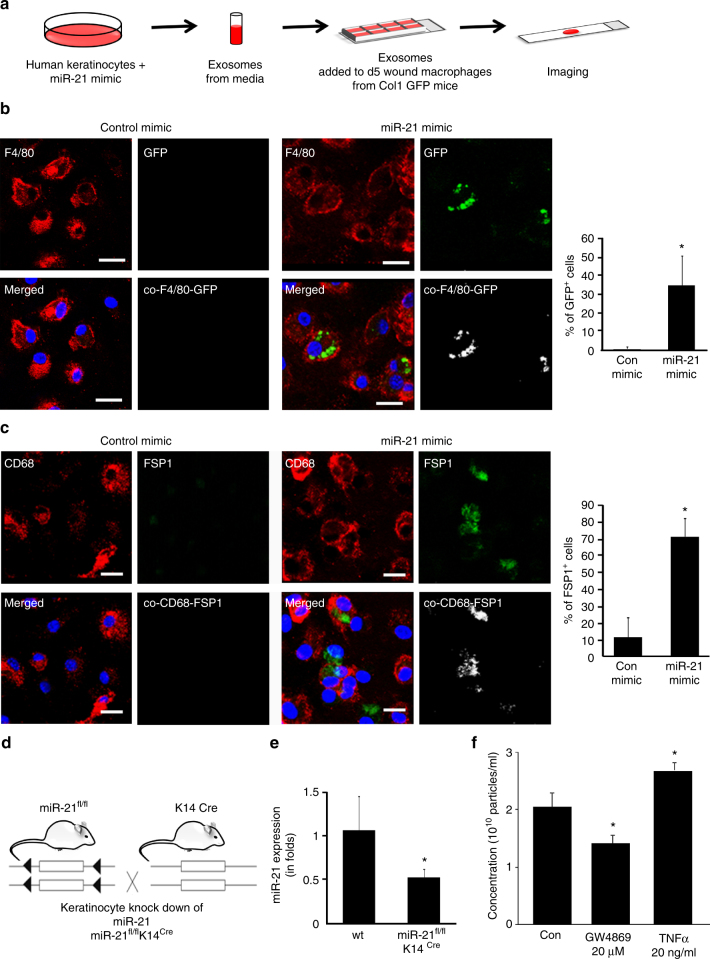
Keratinocyte to macrophage cross talk: transport of miR-21 via exosomes. **a**, **b** Day 5 wound macrophages harvested from pOBCol3.6GFPtpz transgenic mice were treated with exosomes derived from human keratinocytes (HaCaT) that were transfected with miR-21 or control mimic. Exosomes derived from miR-21 mimic-delivered keratinocytes induced Col1A1 promoter activity (GFP^+^ green cells), *n* = 5, Student’s *t* test *p* < 0.05, scale bar = 10 µm. **c** CD68 (macrophage, red) and FSP1 (fibroblast, green) immunostained MDM co-cultured with human keratinocytes (HaCaT) in a transwell chamber where keratinocytes-transfected miR-21 or control mimic were seeded on the transwell membrane (0.22 µm), *n* = 5, Student’s *t* test *p* < 0.05, scale bar = 10 µm. **d** Schematic representation of depletion of miR-21 from keratinocytes using Cre-recombinase under the control of keratin 14 promoter. **e** qRT-PCR analysis of miR-21 expression from wound fluid exosomes isolated from miR-21^fl/fl^ K14^Cre^ mice or corresponding wt (miR-21^fl/fl^) mice, *n* = 5, Student’s *t* test *p* < 0.05. **f** The exosome concentration measured from human keratinocytes (HaCaT) treated with exosome inhibitor GW4869 or inflammatory cytokine TNFα, *n* = 6, Student’s *t* test *p* < 0.05

To test the functional significance of keratinocyte miR-21 on wound macrophage function in lineage tracing LysM^Cre^Rosa^mT/mG^ mice, wound-edge tissue miR-21 was silenced using anti-miR21 LNA (Supplementary Fig.10a,b). Silencing of miR-21 in the wound-edge skin significantly blunted macrophage to fibroblast-like cell transition at wound-site as manifested by lowered GFP^+^/FSP^+^ cells (Fig. 8a–c, Supplementary Fig. 10a). Complimentary data to test the robustness of these findings were obtained from miR-21^fl/fl^ K14^Cre^mice where miR-21 was depleted in K14^+^ cells of these mice. Depletion of keratinocyte-specific miR-21 led to marked attenuation of FSP^+^/Col1^+^/F4/80^+^ cells at the wound site underscoring the key contribution of keratinocyte-specific miR-21 in macrophage to fibroblast transition (Fig. 8d, e, Supplementary Fig. 10c). Interestingly, the targets of miR-21, KLF-5, and PTEN were markedly augmented in the K14^+^ cells of these mice (Fig. 9a–d). Blunting of macrophage to fibroblast-like cell transition at the wound site caused marked deficiency in wound granulation tissue collagen content **(**Fig. 9e–g, Supplementary Fig. 11a). As expected, wound repair limited by inadequate collagen content was manifested by compromised stiffness of the repaired skin (Fig. 9g). Taken together, wound-edge keratinocyte miR-21 enables macrophage to fibroblast-like cell transition and physiological collagen deposition at the wound site.

**Fig. 8:**
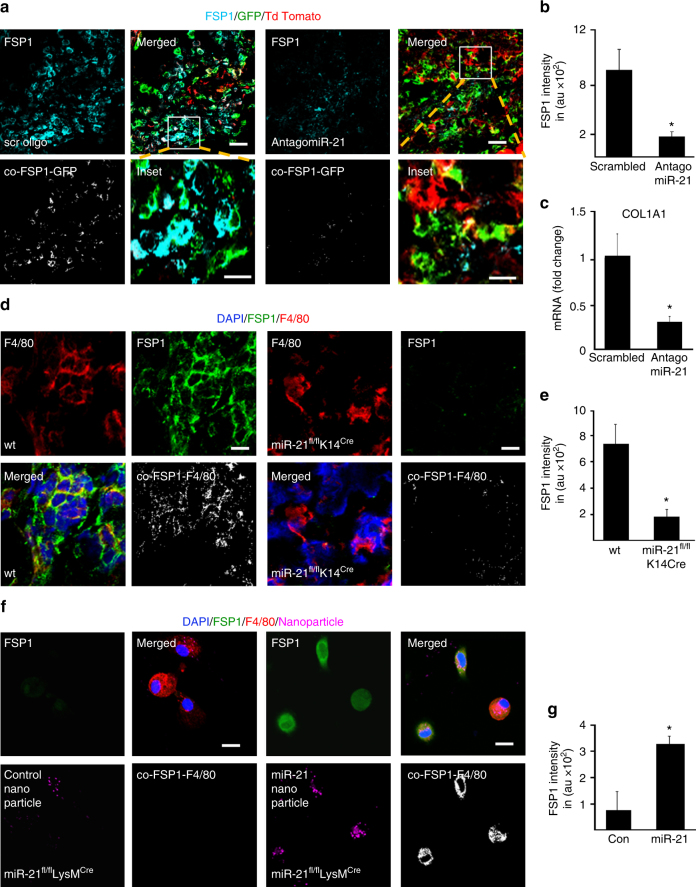
Keratinocyte-specific depletion of miR-21 impairs macrophage conversion. **a** FSP1 (cyan) immunostaining and macrophages (GFP^+^, green) colocalization in d5 wound tissue from LysM^Cre^Rosa^mT/mG^ mice where antago-miR-21 or scrambled oligo were topically delivered to the wounds, scale bar = 50 µm, scale bar of inset = 10 µm. **b** FSP1 intensity in scrambled and antago-miR-21 delivered mice, *n* = 5, Student’s *t* test *p* < 0.05. **c** q-RT-PCR analyisis of COL1A1 expression in LysM^Cre^Rosa^mT/mG^ mice d5 wound tissues scrambled and antago-miR-21, *n* = 5, Student’s *t* test *p* < 0.05. **d** Macrophage (F4/80, red) and fibroblast (FSP1, green) immunostaining of d5 wound tissue from wt and miR-21^fl/fl^K14^Cre^ mice, *n* = 5, Student’s *t* test *p* < 0.05, scale bar = 10 µm. **e** FSP1 intensity analysis in wt(miR-21^fl/fl^) and miR-21^fl/fl^ K14^Cre^ mice, *n* = 5, Student’s *t* test *p* < 0.05. **f** F4/80 (macrophage, red) and FSP1 (fibroblast, green) immunostained wound macrophages isolated from miR-21^fl/fl^LysM^Cre^mice. Rescue of FSP1 expression (green) with nanoparticles mediated miR-21 (magenta) delivery, scale bar = 10 µm. **g** FSP1 intensity in wound macrophages delivered with miR-21 compared to control mimic, *n* = 5, Student’s *t* test *p* < 0.05

**Fig. 9:**
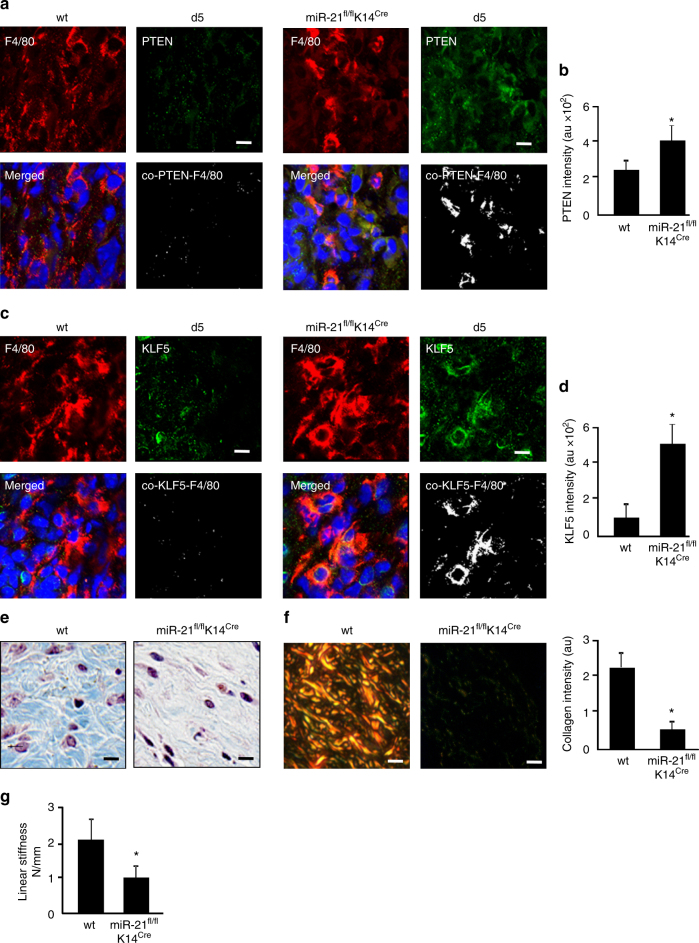
Keratinocyte-specific depletion of miR-21 impairs macrophage transition and healing. **a** Macrophage (F4/80, red) and KLF5 (green) immunostaining of d5 wound tissue from wt and miR-21^fl/fl^K14^Cre^ mice, *n* = 5, scale bar = 10 µm. **b** Quantification of KLF5 expression in wt (miR-21^fl/fl^) and miR-21^fl/fl^ K14^Cre^ mice, *n* = 5, Student’s *t* test *p* < 0.05. **c** Macrophage (F4/80, red) and PTEN (green) immunostaining of d5 wound tissue from wt and miR-21^fl/fl^ K14^Cre^ mice, *n* = 6, scale bar = 10 µm. **d** Quantification of PTEN expression in wt (miR-21^fl/fl^) and miR-21^fl/fl^ K14^Cre^ mice, *n* = 6, *p* < 0.05. **e** Masson's Trichrome staining showing collagen (blue) levels in d10 healed wounds in wt(miR-21^fl/fl^) and miR-21^fl/fl^ K14^Cre^ mice, *n* = 5, Student’s *t* test *p* < 0.05, scale bar = 10 µm. **f** Picro-sirius staining showing collagen (yellow) levels of d10 healed wounds in wt(miR-21^fl/fl^) and miR-21^fl/fl^ K14^Cre^ mice, *n* = 5, *p* < 0.05, scale bar = 10 µm. Bar graph presents quantitation of blue pixels (collagen) in Masson’s trichrome in wt (miR-21^fl/fl^) and miR-21^fl/fl^ K14^Cre^ mice, *n* = 4, Student’s *t* test *p* < 0.05. **g** Linear skin stiffness measurement of healed wounds on d14 post-wounding from miR-21 ^fl/fl^K14^Cre^and wt (miR-21^fl/fl^) mice, *n* = 6, Student’s *t* test *p* < 0.05

### The wound microenvironment guides macrophage conversion

Depletion of miR-21 in cells of myeloid origin at the wound site, as in miR-21^fl/fl^LysM^Cre^ mice, did not influence macrophage-to-fibroblast transition (Supplementary Fig. 10d). However, when wound macrophages were isolated from the in vivo wound milieu on day 3, transition toward fibroblasts ex vivo was compromised (Fig. 8f, g). This observation indicated that miR-21-depleted wound macrophages relied on a factor external to macrophages for their transition. We identified the missing factor to be miR-21 because addition of miR-21 to macrophages rescued transition to fibroblasts (Fig. 8f, g).

### Macrophage conversion is compromised in diabetes

In Lepr db/db type 2 diabetic (T2D) mice, induction of wound-site miR-21 is non-responsive to wounding. Such impairment is evident in both early (d5) and late (d20) phases on wound healing (Fig. 10a, Supplementary Fig. 12b). Secondary to such impairment, levels of miR-21 targets KLF5 and PTEN failed to dip following wounding as noted in non-diabetic controls (Supplementary Fig. 12d, e). Under such conditions, FSP-1/Col1 and F4/80 colocalization studies revealed severe impairment of transition to fibroblast-like cells in diabetic mice at early (d5) as well as delayed (d20) phases of wound healing (Fig. 10b, Supplementary Figs. 12a, 13a-b). Higher abundance of non-myeloid FSP1/Col1 on d20, compared to d5, may be viewed as a futile compensatory response aimed at covering for impaired conversion of myeloid cells (Fig. 10b, Supplementary Figs. 12a, 13a, b**)**.

**Fig. 10:**
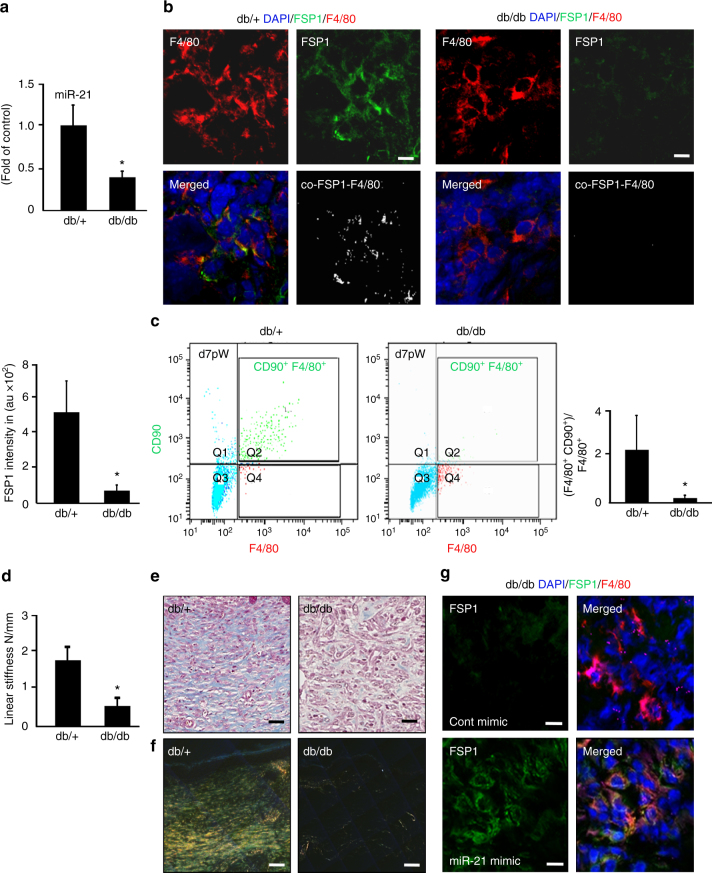
Compromised transition of wound macrophages to fibroblast-like cells in diabetic mice. **a** qRT-PCR analysis of miR-21 expression in d5 wound tissue db/db and control db/+ mice, *n* = 5, Student’s *t* test *p* < 0.05. **b** Immunostaining of F4/80 (macrophage, red) and FSP1 (fibroblast, green), immunostaining of d5 wound tissue from db/+ and db/db mice. *n* = 5, *p* < 0.05. FSP1 intensity is expressed in arbitrary units, *n* = 5, Student’s *t* test *p* < 0.05, scale bar = 10 µm. **c** Multicolor flow cytometry of CD11b^+^ of d7 wound macrophages from db/+ and db/db mice F4/80 (macrophage, *x*-axis) and CD90 (fibroblast marker, *y*-axis) of db/+ and db/db mice, *n* = 5, Student’s *t* test *p* < 0.05. **d** Linear stiffness of the repaired skin in db/+ and db/db mice on d20 PW measured using mechanical tester, *n* = 6, Student’s *t* test *p* < 0.05. **e**, **f** Collagen expression as visualized using **e** Masson’s trichrome staining (collagen, blue) and **f** picrosirius staining (collagen, yellow) of healed wounds in db/+ and db/db mice, *n* = 5, Student’s *t* test *p* < 0.05, scale bar = 20 µm. **g** FSP1 (green) and F4/80(red) immunostained d5 wounds from db/db mice delivered with miR-21 via nanoparticles. FSP1 intensity presented in arbitrary units, *n* = 5, Student’s *t* test *p* < 0.05 compared to db/db mice delivered with control mimic, scale bar = 10 µm

Flow cytometry analysis of CD11b^+^ wound monocytes from db/db mice showed a significant reduction of transitioning F4/80^+^/CD90^+^ wound macrophages (Fig. 10c). Impaired transition in diabetic wounds was followed by limited wound collagen and skin stiffness (Fig. 10d–f, Supplementary Fig. 12c). The delivery of miR-21 mimic to the diabetic wound-edge skin improved miR-21 levels and corrected transition of wound macrophages to fibroblast-like cells (Fig. 10g).

## Discussion

Cells of the myeloid lineage display considerable plasticity. Lineage tracing studies established that myeloid cells may convert to endothelial cells^9^ or white adipocytes^18^. Other lines of evidence claim that macrophages may give rise to osteoclasts^37^.This work provides first evidence not only to establish that cells of myeloid origin may convert to fibroblasts but also that the majority of fibroblasts at the wound site are contributed by such conversion. Thus, the reported conversion represents a dominant fate of blood-borne myeloid cells at the wound site. The source and characteristics of fibroblast-like cells at the site of injury has been a center of active debate^38,39^. While study in cardiac fibroblast suggest that resident fibroblast proliferate upon stress^40^, other studies have reported that blood-derived fibrocytes migrate to site of injury^41^. We have shown very low abundance of fibrocytes in granulation tissue. Therefore, it is evident that the fibroblast population at the wound site may not be accounted for simply by the hyperplasia of resident tissue fibroblasts or by fibrocytes. In this study, we showed through flow cytometry, the increased abundance of fibroblast-like cells from macrophages in d7 compared to d3. In support of our study, Ross and Beditt reported in 1961, that the fibroblast starts to appear in the granulation tissue on day 3 post-wounding and reached their peak on day 7^42^. Furthermore, early reports indicated that peritoneal macrophages and those of tumor origin express collagen 1^43,44^. In addition, FSP1 expression has been reported in a subset of inflammatory macrophages following liver injury^45^. Anecdotal evidence of macrophage to fibroblast conversion has been reported under pathological conditions of helminth infection^46^ and in cardiac as well as renal fibrosis^47,48^. These studies lacked mechanistic insight and characterization of the conversion. Genetic ablation of macrophages from the wound site diminishes the abundance of fibroblasts and compromise collagen deposition^49,50^. This work provides definitive evidence using lineage tracing and mechanistic studies recognizing blood-borne myeloid cells as the primary source of wound fibroblasts populating the granulation tissue. During the inflammatory phase, myeloid to fibroblast conversion is efficient in non-diabetics but impaired in diabetics. This latter deficit is responsible for lack of advancement of wound macrophages to their intended fibroblast fate thus causing longer retention of wound macrophages in their pro-inflammatory state. This notion is consistent with abundant literature reporting persistent inflammatory response in diabetics^27,51^. Long-term persistence in post-repair skin and elevated expression profile of fibroblast and ECM genes lend credence to the postulate that the converted cells not only help advance the wound healing process beyond the inflammatory phase but also play an active role in post-closure tissue remodeling. The physiological significance of converted fibroblasts is therefore wide ranging and is expected to rapidly unfold in the context of injury repair of specific organs.

Development of the significance of myeloid-converted fibroblast-like cells at the wound site rests on the appreciation that the production of appropriate extracellular matrix (ECM) represents a major cornerstone of the healing process^52^. Discussion on this topic is often skewed toward the scarring response, which may be viewed as a reflection of dysregulated ECM homeostasis. During the course of physiological healing, matrix metalloproteases regulate the ECM turnover to avert any such dysregulation. For example, MMP12 limits fibrosis^53^. 

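Mmp12, which encodes an elastin-cleaving metalloprotease of macrophages, had a log2 value of 14.15 ± 0.41 (SD, n = 3) in d3 and 16.73 ± 0.24 (SD, n = 4) in d7 F4/80+ wound macrophages. The d3 arrays ranged from 13.7 to 14.47 and the d7 arrays from 16.48 to 16.99. The 95% confidence interval of the log2 difference from limma was 2.01 to 3.14. Of 28 matrix metalloproteases and their inhibitors measured, Mmp12 rose and none fell (5 higher and 3 lower when adjusted over the list alone), and the list as a whole did not pass (adjusted p = 0.483 from camera). Mmp13, a collagenase, had 10.94 ± 0.80 on d3 and 12.55 ± 0.31 on d7 (adjusted p = 0.455), and Mmp19, another metalloprotease, had 8.85 ± 0.47 and 9.96 ± 0.16 (adjusted p = 0.299). The Mmp12 call held only without d3 replicate 1 when arrays were left out in turn (adjusted p from 0.0476 to 0.176). The arrays measured sorted macrophages, with no sample of the late remodeling phase.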

In this work, upregulation of MMP12 in converted fibroblast-like cells and persistence of these cells until the late remodeling phase of wound healing support the contention that these cells are an integral component of physiological tissue repair and remodeling. Under conditions of diabetes, myeloid to fibroblast-like conversion was compromised. This finding is consistent with previous observations that the diabetic cutaneous wound suffer from compromised ECM production^54^. ECM provides essential physical scaffolding for the cellular constituents^55^ and in doing so advances the healing process through the physiological route of re-epithelialization, wound angiogenesis and tissue remodeling^52^. Indeed, wound fluid from healing chronic wound patients was able to convert M1-polarized human macrophages to fibroblast-like cells. Such effect was not recorded for wound fluid from non-healing chronic wound patients. As the primary contributor of wound-site ECM in the early-inflammatory phase, myeloid-converted fibroblast-like cells are a critical driver of the physiological healing response. Two earlier lines of investigation from our laboratory recognized a central role of miR-21 in determining the functional fate of wound macrophages^28^, and in regulating ECM homeostasis at the site of tissue injury^56^. Successful and adequate efferocytosis constitutes a critical cue that switches macrophages from pro-inflammatory to a pro-resolving phenotype^19,27^. This is enacted by induction of miR-21^28^. Such efferocytosis-dependent induction of miR-21 is compromised in diabetic wound macrophages. Low miR-21 in the diabetic wound tissue restrains macrophage plasticity dampening the transition to fibroblast-like cells. miR-21 has been directly implicated in cellular plasticity^57^. In this work, we recognize a direct contribution of inducible miR-21 in enabling the conversion of myeloid cells to fibroblast-like cells at the wound site via two distinct pathways. KLF5 was recognized as a novel miR-21 target in this work. KLF5 has been recently recognized as a myeloid transcription factor with a role in determining lineage choice^58^. Furthermore, silencing of KLF5 favors cell transition^59^. PTEN, the second pathway, was recognized by our laboratory as a miR-21 target in fibroblasts^56^. The lipid phosphatase PTEN plays a key role in determining macrophage cell fate^60^. Specifically, silencing of PTEN advances cell transition^61^. Of relevance in this context, elevated levels of PTEN have been reported in T2DM patients^62^. In this work, while myeloid-specific deletion of miR-21 had no influence on the above-mentioned conversion, myeloid to fibroblast-like conversion was markedly blunted in mice where miR-21 was ablated specifically in keratinocytes. These findings pointed toward a potential keratinocyte-myeloid cell cross-talk involving miR-21. Of note, such cross-talk with keratinocytes has been reported for innate immune cells^63^ as well as for melanocytes^35^. Efforts to characterize the nature of cross-talk between keratinocytes and myeloid cells at the wound site led to the finding that keratinocytes originating V) carry miR-21 as cargo to be delivered to myeloid cells. miR-21 delivery is critically important in converting wound-infiltrating myeloid cells to fibroblast-like cells. Consistent with this observation, miR-21 in the wound fluid of healing chronic wound patients was observed to be packaged in EV. In non-healing patients, wound fluid-derived EVs showed lower abundance of miR-21. Post-injury inflammation induces EV release from ketainocytes^64^. TNFα, a key pro-inflammatory cytokine at the wound site^65^, emerged as a marked inducer of EV release from human keratinocytes. EVs are known to participate in cell-to-cell communications^66^. Keratinocyte-secreted exosomes loaded with mRNA and miRNA play an important role during injury-repair process^35,67^ and cellular reprogramming^68^. We have recently reported that skin-derived EVs may achieve vasculogenic direct conversion of fibroblasts in vivo^69^. The present study assigns EV-dependent cross-talk between keratinocytes and myeloid cells at the wound site a pivotal role in cellular plasticity and somatic cell conversion central to physiological tissue repair. This work provides a novel conceptual framework to explain results that have existed in the literature for many years. FSP1^+^ macrophages have been reported in the context of tissue injury^45,70^. While they have been recognized as specific subsets of macrophage, systematic studies on the origin of  such subsets were lacking. The versatile plasticity of macrophages has been long recognized. In that vein, concepts that dominated include conversion of macrophage to endothelial and adipose cells^9,18^. This work provides a set of evidence establishing that during the acute phase of wound inflammation, conversion of wound-site macrophages to fibroblasts represents a significant event. A missing link that helped develop the current paradigm is the recognition of EVs as a major contributor to cell–cell communication at the wound site. Macrophages arrive at the wound site armed with the capability to respond to the call of the tissue microenvironment. In this case, it is the EV-delivered cue from the resident keratinocytes that direct the conversion of macrophage to fibroblasts. Taken together, findings of this work introduce a new paradigm where blood-borne myeloid cells infiltrating the wound site are recognized as a major source of fibroblast-like cells in the granulation tissue. Studies addressing specific myeloid cell populations led to evidence demonstrating direct conversion of wound-site macrophages to fibroblast-like cells. Such finding also provides a novel dimension to the currently understood fate of macrophages at the site of injury. Ability to convert myeloid to fibroblast-like cells was prominent property of the wound fluid from healing patients. Furthermore, the process of conversion was strikingly impaired under conditions of experimental diabetes. Thus, the reported conversion to fibroblast-like cells is likely to be an integral component of the physiological repair process. A single miR, miR-21, was observed to be critically important in enabling the above-mentioned cell conversion. Importantly, myeloid cells had to rely on miR-21 cue from the keratinocytes to execute cell conversion. ECM homeostasis, a critical cornerstone of the physiological repair process, is largely guided by the converted fate of infiltrating inflammatory cells. This work therefore introduces a novel dimension to the significance of the post-injury acute inflammatory phase.

## Methods

### Animals

LysM Cre/Gt (ROSA) 26Sor ^tm4(ACTB-tdTomato,-EGFP)Luo^/J mice express cell membrane localized red (tdTomato) fluorescence in all cells/tissue, whereas cells of keratinocyte origin express membrane-localized GFP^19^. These mice were developed by crossing Gt(ROSA)26Sor ^tm4(ACTB-tdTomato,-EGFP)Luo^/J with LysM Cre transgenic mice. Gt (ROSA) 26Sor ^tm4(ACTB-tdTomato,-EGFP)Luo^/J or ROSA^mT/mG^(Jax # 007576) is a two-color fluoresecent mouse model meant for lineage tracing. These mice express cell membrane-localized red fluorescence in cells/tissues prior to Cre recombinase, and cell membrane-localized green fluorescence in Cre recombinase expressing cells. The GFP expression is also present in future cell lineages derived from these cells. In LysM-Cre transgenic mice (Jax # 004781), myeloid specific Lysozyme M directs expression of Cre recombinase thus facilitating deletion of floxed sequences in myeloid cells as described in ref. ^19^. PCR for LysM^Cre^-Rosa^mT/mG^mice was confirmed using primers tabulated in Supplementary Table 1.

K14^cre^miR-21^fl/fl^ were obtained by cross breeding mir-21^fl/fl^ mice (kind gift from Dr. Eric Olson) with K14 Cre mice (Jax # 005107). Depletion of miR-21 was performed by intra peritonial injection of tamoxifen for 2 weeks at dose 75 mg kg^−1^ body weight. PCR for K14^cre^miR-21^fl/fl^ mice was confirmed using primers tabulated in Supplementary Table 1.

LysM^cre^miR-21^fl/fl^ were obtained by cross breeding mir-21^fl/fl^ mice with LysM Cre mice (Jax # 004781). PCR for LysM^cre^miR-21^fl/fl^ mice was confirmed using primers tabulated in Supplementary Table 1.

Eight-week-old C57BL/6 mice were purchased from Harlan laboratories.

Lepr db/db mice homozygous (BKS.Cg-m+/+Lepr db/J 482, or db/db; stock no 000642) for spontaneous mutation of the leptin receptor (Leprdb) (aged 8–10 weeks) were obtained from Jackson Laboratory, Bar Harbor, ME.

The MFG-E8 wild-type (MFG-E8^+/+^) and MFG-E8-knockout (MFG-E8^−/−^) mice were provided by Dr. S. Nagata (Osaka University Medical School).

Col1-GFP mice (pOBCol3.6GFP tpz) transgenic mice were provided by Dr. Traci Wilgus.

Act-EGFP mice display widespread EGFP fluorescence except erythrocytes and hair were obtained from Jackson laboratories (Jax#006567)

B6 Thy1.1 transgenic mice with CD90.1 allele were obtained from Jackson laboratories (Jax# 000406).

All animal studies were approved by the Ohio State University Institutional Laboratory Animal Care and Use Committee (ILACUC) under protocol 2009A0214-R2. Mice were housed under a 12-h light–dark cycle with food and water ad libitum. Mice between 8 and 10 weeks old and of both sexes were used for experiments. The animals were tagged and grouped randomly 5–6 animals in each group. No statistical method was used to predetermine the sample size. Power analysis was not necessary for this study. The randomization of animals were done using Research Randomizer software.

### Human samples

Human wound fluid were collected from chronic wound patients at OSU Comprehensive Wound Center (CWC) from the Negative Pressure Wound Therapy (NPWT) dressing (sponges) by lavaging the wound dressing with saline solution. All human studies were approved by The Ohio State University’s (OSU) Institutional Review Board (IRB) # 2007H0270—titled “Mechanism underlying impaired diabetic wound healing”—Principal Investigator, Sashwati Roy. The Declaration of Helsinki protocols were followed and patients gave their written informed consent.

### Cell lines

Human keratinocytes (HaCaT) were maintained in Dulbecco’s modified Eagle medium (DMEM; GIBCO) base medium supplemented with 10% (v/v) fetal bovine serum and 0.5% (v/v) antibiotic–antimycotic solution (GIBCO). The cells were obtained from the laboratory of Dr. NE Fusenig, Germany. The cells were checked for mycoplasma contamination using mycoplasma detection kit (R&D). In case of any contamination, mycoplasma removal agent Plasmocin (Invivogen) was used.

### Monocyte isolation from peripheral blood

Monocytes were isolated from the peripheral blood. Isolated monocytes were differentiated to macrophages using hMCSF and Polymixin B. Macrophages were polarized to M1 phenotype using LPS (1 µg/ml) and IFNγ (20 ng/ml).

### Wound model

Two 5 mm biopsy punch excisional wounds were created on the dorsal skin. The excisional wounds were made at equal distance from the midline. In order to prevent contraction of the wounds, silicon splint was used allowing wounds to heal through granulation and re-epithelialization. Mice were anesthetized by low-dose isoflurane inhalation during the wounding procedure (1–3% mixture with Oxygen) as per standard recommendation.

### Hunt/Schilling cylinder for wound fluid collection

Wire mesh cylinder (stainless steel; 2.5 cm length and 0.8 cm diameter) were implanted subcutaneouly on the dorsal side of mice. The wound fluid collected in these cylinders was harvested on d3 post implantation^19^.

### Polyvinyl alcohol sponge implantation and isolation of macrophages

Circular (8 mm) sterile polyvinyl alcohol (PVA) sponges were implanted subcutaneously on the dorsum of the mice^19^. Sub-cutaneously implanted PVA sponges were harvested on days 3 and 7 post implantation. Macrophages were isolated by magnetic cell sorting using anti-CD11b-tagged microbeads (Miltenyi Biotec, CA).

### Histology

Wound edges embedded in OCT were sectioned using a cryo microtome (Leica). The sections (10 μm) were immune stained with the following primary antibodies dilutions indicated in parenthesis: F4/80 (1:400; Biorad Cat # MCA497), FSP1 (1:400, Abcam cat# ab27957), Col1 (1:200, Abcam cat # ab19811), Col1(1:300, Abcam cat# ab34710), CD68 (1:200, Dako# M0814), PDGFRα (1:200, Abcam cat # ab61219), CD34 (1:200, Abcam cat # ab81289), MPO (1:200, Dako # A0398), Vitronectin (1:100, Abcam cat # ab45139), PTEN (1:400, Cell Signalling #9559), KLF5 (1:100, Abcam # ab137676). To enable fluorescence detection, sections were incubated with appropriate Alexa Fluor® 488 (green, Molecular probes, Eugene, OR), Alexa Fluor® 564 (red, Molecular probes) or Alexa Fluor® 405 ( uv, Molecular probes) conjugated secondary antibodies. Counter nuclear staining was done using DAPI (Sigma) or ToPro3 (Molecular probes).

### Fluorescence image analyses

Tissue sections were analyzed by fluorescence microscopy (Axiovert 200 M, Zeiss, Germany) or Confocal microscopy (Olympus). Image analysis software Zen (Zeiss) or Fluoview 2.0 (Olympus) was used to quantitate fluorescence intensity (fluorescent pixels). Additionally, a manual cell count of fluorescent positive cells in a field of view (FOV) using the cell count module in Zen (Zeiss). Cells overlapping the border of FOV were also included. For each image, five such FOVs were counted and data represented as percent positive. Masson’s trichrome and Picrosirius red staining were done using standard procedure.

### Flow cytometry analyses

The fluorescence and light-scattering properties (forward scatter and side scatter) of the cells were determined by using an Aria III flow cytometer (BD, for sorting) or LSR Fortessa (BD). Signals from cells labeled with conjugated fluorophores were detected. The following antibodies were used for different flow cytometry analysis. PE-conjugated CD90.2 (clone 30-H12, Biolegend # 105307, 2 µg/ml), FITC-conjugated F4/80 (clone BM8,eBiosciences # 11–4801–85, 0.5 µg/ml), APC-conjugated F4/80 (clone BM8, Biolegend # 123115, 0.5 µg/ml), eFluor-450 conjugated CD127 (clone A7R34, eBiosciences # 48-1271-80, 1 µg/ml), APC-conjugated CD 90.2 (clone 53-2.1, eBiosciences # 17-0902-8, 2 µg/ml), APC/Cy7-conjugated CD90.1 (clone OX-7, Biolegend # 202519, 1 µg/ml), Super Bright 600-conjugated CD19 (clone 1D3, eBiosciences# 63-0193-80, 1 µg/ml), and eFluor-450 conjugated CD3 (clone 17A2, eBiosciences # 48-0032-80, 0.5 µg/ml). Auto compensation was performed using samples stained with single flurophores. Gates were set manually. Gating strategy for the fluorophores has been shown in respective figures. BD Diva software (BD Biosciences) was used for analysis. Logarithmic scale was used to measure cell fluorescence. Appropriate IgG control fluorescence compensation was applied to avoid false positive signals.

### Bone marrow chimera

Bone marrow (BM) chimera was established as previously described^19^. For BM transplantation, BM recipient male mice (6–8 weeks old) were injected intraperitoneally with busulfan. The dose included a 1:1 solution of DMSO and deionized water (30 mg/kg/100 μl) once daily for 2 days resulting in partial ablation of the bone marrow^19^. Alternative approach of BM ablation using whole body irradiation, results in systemic toxicities. Moreover, irradiation resulted in inflammation of skin. To circumvent these issues, a widely used myelo-supressive approach for partial bone marrow ablation using busulfan was selected. Forty  eight  hours after the last dose of busulfan, donor BM cells isolated from femur were injected to recipient mice via tail vein injection (100 μl) to recipient mice. Engraftment in recipient mice was allowed to take place over a duration of 4 weeks after which engraftment was ascertained by determining the presence of GFP cells in the BM and the blood. The study utilized two types of recipient mice: (i) C57BL/6 obtained from Envigo laboratories and (ii) B6 Thy1.1 (Jackson# 000406) with CD90.1 allele.

### Laser capture microdissection

Laser microdissection and pressure catapulting was carried out using the Microlaser system from PALM Microlaser Technologies AG (Zeiss, Germany). Briefly, OCT embedded wound tissue from LysM^cre^ Rosa^mT/mG^ animals were cut into 10 μm sections using a cryo-microtome. The cut sections were then placed on polyethylene napthalate membrane glass slides (P.A.L.M. Microlaser Technologies AG, Germany)^56^. Prior to use the membrane glass slides were treated with RNAsin (Ambion) and UV-treated. The tissue sections were then cut and catapulted as described by our group^56^. GFP fluorescent cells were captured in lysis buffer provided with Cells-Direct RNA kit (Invitrogen). This was followed by RNA extraction and reverse transcription and mRNA quantification using real-time PCR were performed as described below.

### RNA isolation and qRT-PCR

Total RNA was isolated using mirVana miRNA isolation kit, according to the manufacturer’s protocol (Ambion). The total RNA contained the miRNA fraction. Specific Taqman assays were used to measure for miRNA abundance, miR-21 (Applied Biosystems) and mirVana qRT-PCR miRNA RT Kit (Applied Biosystems) were used with real-time PCR system and Taqman universal master mix. Relative quantification method was used to measure levels of miRNAs using U6 small nuclear RNA as the housekeeping. The transcription levels of other genes (mRNA) and house-keeping control GAPDH was quantified using SYBR green-I (Applied Biosystems). Primer sequences have been provided as Supplementary Table 2.

Gene expression profiling to focus on specific pathways was done using a 96-well human cancer drug resistance and metabolism PCR array, RT2 Profiler PCR array (PAHS-013ZC, Human extracellular matrix and adhesion molecules PCR Array, Qiagen, USA). The array comprised of 84 wells. Each well contained all the reagents required for the PCR reaction in addition to a primer for a single gene. MDM cells were treated with PTEN si (Dhermacon, On Target Plus L-003023) and KLF5 si (Dhermacon, On Target Plus L-013571) or control (Dhermacon, non-targeting siRNA D001810). cDNA was transcribed using a RT2 First Strand Synthesis Kit (QIAGEN). The resulting cDNA was diluted and loaded into the predesigned RT2 Profiler PCR Array (QIAGEN) plates. mRNA expression levels were quantified employing the 2^(−ΔΔct)^ relative quantification method.

### Microarray analysis

GeneChip® probe array analysis was performed on RNA extracted from d3 and d7 F4/80^+^ sorted CD11b positive wound macrophages from implanted PVA sponges as described^19^. The RNA integrity was tested using the Agilent 2100 Bioanalyzer (Agilent Technologies, Palo Alto, CA). A 100 ng of total RNA was then linearly amplified to cDNA. Followed by, 5.5 µg of cDNA was labeled and fragmented using the GeneChip® WT PLUS reagent kit (Affymetrix, CA). Labeled cDNA targets were subsequently hybridized to Affymetrix GeneChip® Mouse Transcriptome Array 1.0. The hybridization was carried out for 16 h at 45 °C rotating at 60 rpm. Post hybridization, the arrays were washed. The arrays were stained using the Fluidics Station 450 and scanned using the GeneChip Scanner 3000. Raw data was analyzed using Genespring GX 12.6 (Agilent). Additional processing of data was performed using dChip software (Harvard University). The microarray data is public and deposited in NCBI Gene Expression Omnibus (accession number GSE94400)

### Isolation of dermal fibroblast from skin

Primary dermal fibroblasts were isolated from murine skin or d10 post-wounded tissue explants. Tissues were disinfected by rinsing for 15 s in sterile 5 vol% Dettol (Reckitt Benckiser LLC, Parsippany, NJ) balanced with deionized water (18.3 MΩ). Tissues were then rinsed twice in sterile HEPES-buffered saline (Research Organics Inc., Cleveland, OH). Skin was then cut into small squares and incubated for 10 min at 37 °C in MCBD 153 medium (Sigma Aldrich, St. Louis, MO) supplemented with 3 vol% bovine pituitary extract (Gemini Bio-Products, West Sacramento, CA), 1× penicillin–streptomycin (Sigma Aldrich) and 625 U/ml collagenase type I (Worthington Biochemical Corporation, Lakewood, NJ). Tissue was then rinsed twice to remove the collagenase solution and placed into culture dishes with the dermal side down. Tissue was cultured in DME (Sigma Aldrich) supplemented with 4 vol% fetal bovine serum, insulin (5 µg/ml), epidermal growth factor (10 ng/ml), ascorbic acid-2-phosphate (0.1 mM), hydrocortisone (0.5 µg/ml) and penicillin-streptomycin (1×) for up to 7 days to allow the fibroblasts to migrate out of the dermis^30^. Subsequent IHC/flow sorting experiments were performed only on these migrated cells and not the explant.

### NanoString nCounter gene expression assay

NanoString nCounter analysis (NanoString Technologies) system performed direct detection of target molecules from a single sample using color-coded molecular barcodes, giving a digital quantification of the number of target molecules. GFP^−^CD90^+^ , GFP^+^CD90^+^ primary fibroblasts isolated from d10 wound explants. Another set of GFP^−^CD90^+^ primary fibroblast were isolated from unwounded skin. Gene expression profiling of 70 genes relating to ECM/fibroblast was performed using NanoString nCounter system. For this a total of 100 ng of mRNA from each sample  was hybridized overnight with nCounter Reporter (8 µl) probes in hybridization buffer and in excess of nCounter Capture probes (2 µl) at 65 °C for 17 h. The hybridization mixture contained target/probe complexes. This was allowed to bind to magnetic beads. The magnetic beads contained complementary sequences on the Capture Probe. Each probe will bind to its target. Excess probes were then washed out. This was followed by binding to sequences on the Reporter Probe using nCounter Prep Station. Biotinylated capture probe-bound samples were subsequently immobilized and recovered on a streptavidin-coated cartridge. Specific target molecules were then quantified using the nCounter Digital Analyzer. A CCD camera recorded the individual fluorescent barcodes and target molecules present in each sample by performing a high-density scan (325 fields of view). Images were finally processed internally into a digital format (RCC files).

### FSP1 promoter assay

FSP1 promoter assay was done as described in ref. ^28^. FSP1 promoter construct plasmid containing 1.0–1.3 kb insert, corresponding to the 5′-flanking sequence located ~1.3 kb upstream and up to 200 bp downstream of the transcription initiation site of human FSP1 (NM_002961) HPRM17407-PG04 (GeneCopoeia) inserted upstream of the GLuc reporter gene was used. M1-polarized human MDMs polarized were co-transfected with the FSP1 promoter reporter construct and miR-21 mimic using Lipofectamine LTX (Thermo Fisher Scientific). Media were collected 48 h post transfection and the secreted GLuc and SEAP activities were measured with the Secrete-Pair Dual Luminescence Assay Kit (GeneCopoeia) according to the manufacturer’s protocol using the Berthold Luminometer (Berthold Technologies). Normalized promoter activity has been presented as the ratio of GLuc to SEAP activities.

### miR-Target 3′-UTR luciferase reporter assay

miRIDIAN mimic-miR-21 or control mimic were transfected to human MDM cells differentiated to M1 macrophages, followed by transfection with KLF5-3′-UTR plasmid (HmiT017898, Genecopoeia). Luciferase assays were performed using the dual luciferase reporter assay system (Promega). Normalization was achieved by co-transfection with Renilla plasmid. Data are presented as the ratio of firefly: renilla luciferases.

### Exosome isolation from wound fluid

Wound fluid (250 µl) was mixed with 66 µl of ExoQuick exosome precipitation solution. Exosome isolation was performed according to the manufacturer’s protocol (SBI System Biosciences, USA). Briefly, the samples were incubated at 4 °C for overnight and then centrifuged at 13,000 rpm for 2 min. The protein-rich supernatant was removed, and the exosome-rich pellet was retained for RNA extraction. To block the exosome production GW4869 (Sigma) was used.

### Extracellular vesicles protein extraction and mass spectrometry

EV pellets were resuspended in 100 ml (50 ml for normal cell controls) of 50 mM ABC containing 0.5% Rapigest (Waters Corp.), sonicated 2 × 10 s, and incubated with shaking for 1 h at RT, digested with trypsin with a final concentration of 0.1% Rapigest. Sequencing grade trypsin (Promega) was added with a 1:100 (enzyme: substrate) ratio and digested O/N at 37 °C. Peptide concentration was determined by nanodrop (A280nm). Capillary-liquid chromatography-nanospray tandem mass spectrometry (Capillary-LC/MS/MS) of protein identification was carried out on a Thermo Scientific orbitrap fusion mass spectrometer. This spectrometer was equipped with an EASY-Spray™ Sources which operated in positive ion mode. In this experiment two mobile phase were used. Mobile phase A constituted of 0.1% Formic Acid in water. The mobile phase B comprised of acetonitrile (with 0.1% formic acid). Raw files were converted into a merged file (.mgf) using MS convert (ProteoWizard) in order to process the sequence information. The resulting mgf files were searched using Mascot Daemon by Matrix Science version 2.3.2 (Boston, MA). Proteomics data were summarized in scaffold and spectral counting was used for protein quantitation.

### In vivo macrophage depletion

In vivo macrophage depletion was obtained using clodronate liposomes (Clodronateliposomes.org). Mice were injected with 200 µl clodronate-loaded liposome suspension every other day for four doses. Control mice were injected with 200 μl PBS-loaded liposomes using the same schedule.

### Sircol collagen assay

Collagen levels were determined using sircol collagen assay kit (Biocolor, UK) per manufacturer’s recommendation. In brief, Sirius-Red dye in picric acid was added to cell lysate followed by vigorous shaking for 30 min. This was followed by centrifugation at 10,000×*g* for 10 min. Following centrifugation, the pellet was collected and washed with wash solution to remove the unbound dye. The pellet was dissolved in an alkaline solution and the absorbance measured using a UV-VIS plate reader at 550 nm (Synergy 2, Biotek). The collagen levels were calculated using a calibration curve that was constructed using bovine collagen-I.

### Nanoparticle-mediated delivery of miR-21

Synthesis of mannose-tagged nanoparticles (mannosylated-1,2-dioleoyl-sn-glycero-3-phosphoethanolamine(M-DOPE)) involved solubilizing α-Dmannopyranosylphenyl isothiocyanate (MITC) in DOPE/DMSO, followed by addition of *N*,*N*-diisopropylethylamine (DIPEA) and finally was purified by silica gel chromatography. The miR-21 lipid nanoparticles (LNPs) were prepared by combining DOPC/M-DOPE/Tween-80/DiO (94.9:3:2:0.1 mol/mol) followed by dissolving in ethanol. Lipids were dried (Rotavap) to remove ethanol followed by hydration and sonication to reach particle size ~800 nm. miR-21 mimic or antago-miR21 encapsulation in LNPs was then achieved followed by storing at 4 °C. Control LNP carried non-specific miR-mimic.

### Skin stiffness measurement

The mechanical properties of murine skin were quantified via uniaxial tensile testing. Murine skin was cut into uniform samples using a dog bone punch with a gauge length of 9.35 mm and a gauge width of 3 mm. Samples (*n* = 6 per group) were loaded into the grips of the mechanical tester (TestResources 100R, Shakopee, MN) with the grip to grip distance set at 11 mm and strained at a rate of 2 mm/s until failure. Load (N) vs. elongation (mm) data were plotted for each sample. Skin stiffness (N/mm) was calculated in the linear region.

### Statistical analyses

Samples were coded and data collection was performed in a blinded fashion. For in vitro experiments, data are reported as mean ± SD of four to six experiments, as indicated in respective figure legends. For animal studies, data are reported as mean ± SD of at least four to six animals, as indicated. Normal distribution of the data was checked using miniTab program (Version 17.0). Student's *t* test (two tailed) was used to determine significant differences. Comparisons among multiple groups were tested using ANOVA. A *p* value < 0.05 was considered statistically significant.

### Data availability

The microarray data have been deposited in the NCBI Gene Expression Omnibus under accession code GSE94400. All relevant data are available from the corresponding author upon reasonable request.

## Electronic supplementary material

Supplementary Information

How the deposited data were processed for this re-analysis (not part of the article)

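Gene expression was measured in F4/80+ sorted CD11b+ wound macrophages from implanted polyvinyl alcohol sponges, 3 samples on d3 and 4 on d7, with 1 array each. The authors amplified the RNA, labelled it, hybridized it to Affymetrix GeneChip Mouse Transcriptome arrays and scanned these. The deposited values are summarised probe set levels on a log2 scale, and the authors' notes name Affymetrix Expression Console with no version. The paper names Genespring GX and dChip for its own analysis. The scale was read from the values, which run from 1.89 to 19.89, and 662 probe sets have a mean above 16, the log2 limit of a scanner's 16-bit reading. The values are not centred by gene. The method of normalization between arrays stays unknown, as does why many probe sets have the same value on several arrays, and the values have no direction of their own since each is a level. The medians of d3 replicates 1, 3 and 4 were 4.14, 4.22 and 4.17, and those of d7 replicates 5, 6, 7 and 8 were 4.14 (replicate 5), 4.16, 4.17 and 4.15. Scanner files were not used here. The number of arrays limits the precision.

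From the deposited table, 6732 array controls were left out (23 antigenomic background, 5222 negative, 1324 positive, 155 spike-in and 8 other controls). Of the 65956 probe sets tested, 31080 have 1 gene symbol in the platform table, 1670 have several and 33206 have none listed. A gene was named only from probe sets with 1 symbol, and 357 of 30627 genes have more than 1, of which none had another probe set that passed the test the opposite way. Genes without such a probe set, Pdgfra and Ifi44 among them, have no value here. The array background is the highest value of an antigenomic probe on any array, 5.39, and a gene is called at the background where its mean lies at or under it.

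Differences are d7 minus d3 from limma 3.58.1 in R 4.3.3 (lmFit and eBayes, two-sided, no covariate), with Benjamini-Hochberg adjustment and a threshold of 0.05. Folds are powers of 2 of the log2 difference. For each of 33 gene lists, members that passed were counted over all probe sets and adjusted over the list alone, and camera was run with a preset correlation of 0.01, with an estimated correlation, and beside fry, each adjusted over the 33 lists. With the preset correlation 10 lists passed, 8 higher and 2 lower on d7. With an estimated correlation none passed (smallest adjusted p = 0.0597), with 9 at an unadjusted p under 0.05, and with fry 10 passed. Unlike camera, fry asks whether a list's genes change at all, not whether they change more than the other genes. The 5 lists taken from the study were only counted. Python 3.11.15 with pandas 2.3.3, numpy 2.4.6 and matplotlib 3.10.9 read the table and drew the plots.

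The lists are interferon-stimulated genes, inflammatory cytokines and mediators, pattern recognition receptors, monocyte markers, macrophage identity genes, alternative activation genes, efferocytosis genes, fibrillar collagen and fibroblast matrix genes, fibroblast identity genes, contractile genes, basement membrane and other collagens, matrix metalloproteases and inhibitors, lysosomal genes, MHC class II genes, MHC class I genes, growth factors and cytokines of repair, hypoxia and glycolysis genes, cholesterol efflux and lipid handling genes, cholesterol synthesis genes, cell cycle genes, targets of miR-21, and markers of keratinocytes, endothelium, neutrophils, T, NK and innate lymphoid cells, B and plasma cells, dendritic cells, mast cells with basophils and eosinophils, adipocytes, and erythroid cells with platelets. Dissociation and immediate early genes, sex-linked genes and housekeeping genes complete them. The study's own lists are the genes labelled in Fig. 3b, Fig. 3c, Fig. 3d and Fig. 3e and the markers it names elsewhere.

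The genes named are those the paper names for the arrays, the 12 with the largest rise and the 12 with the largest fall among genes that passed and whose groups did not overlap (leaving out predicted genes, small RNAs and receptor segments), and up to 4 members of each list that passed, or the 2 with the highest level where none did. Markers the paper names elsewhere are given as values at the end. The alternatives were a mean-variance trend, robust eBayes, the methods' t-test (unadjusted and with Benjamini-Hochberg), Welch's test, quantile normalization, median centring, filters at the 20th percentile and at the median of the level, 1 probe set per gene, at least a 2-fold difference, an adjusted p under 0.01, array weights, the mean of all probe sets of a gene, and each array left out in turn. A filter at the array background, leaving out probe sets of 1 constant value, and keeping only those with 7 different values were added after seeing the data.

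The test was tried on data simulated 10 times for this comparison over 65956 probe sets. Changed genes were drawn from those above the array background, and noise was drawn independently for each probe set. It recovered 45.6% of the genes changed by 0.5 on the log2 scale, 70% of those changed by 1, 90.6% of those changed by 2 and 98% of those changed by 3, and 7.4% of its calls were false. Camera with the preset correlation called the shifted list in 10 of 10 runs and 1 of 320 unshifted lists. The simulated genes were not correlated, so this does not show how often camera calls unchanged lists at the correlations in these arrays. On the real arrays 38 of 250 genes with at least a 2-fold difference passed. The recovery rates may therefore not hold for them.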

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

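None of the tests in this part was chosen after the result was seen. Among the named genes and gene lists, 168 groups of 4 d7 arrays were searched for an array far from the other d7 arrays, and 15 were found, where chance gives about 1 in 20 groups (5%). Many probe sets have the same value on several d7 arrays, so a small gap is enough. Chil3 was 5.72 on replicate 6 against 6.51 to 6.64 on the others, Hdc was 8.3 on replicate 6 against 6.78 to 7.01, and Timp2 was 12.6 on replicate 8 against 12.32 to 12.37. Plac8 was 11.69 on replicate 7 against 11.5 to 11.52, and Mif was 16.09 on replicate 6 against 15.97 to 15.99. Mcm3 was 8.36 and Agrn 6.5 on replicate 8, against 8.09 and 6.65 on the other d7 arrays. Blnk was 10.36 on replicate 5 against 10.12, and Irf8 was 10.98 on replicate 6 against 10.85. H2-K1, Lamc1 and Zbtb4 were 15.86, 7.06 and 8.14 on replicate 7 against 15.85, 7.03 and 8.1. Ubr3 was 9.4 on replicate 8 against 9.35. The mean of the basement membrane list was 4.206 on replicate 8 against 4.211 to 4.212, and that of the mast cell, basophil and eosinophil markers was 4.457 on replicate 6 against 4.336 to 4.353.

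Of the gene lists the paper does not discuss as lists for the arrays, 9 passed camera with the preset correlation. Their median log2 differences were -0.66 for monocyte markers, 0.15 for alternative activation genes, 0.2 for efferocytosis genes, 0.15 for lysosomal genes, 0.22 for MHC class II genes, 0.05 for growth factors and cytokines of repair, 0.32 for hypoxia and glycolysis genes, 0.57 for cholesterol efflux and lipid handling genes, and 0.1 for cell cycle genes. None of the 9 passed with an estimated correlation, where adjusted p ran from 0.0597 to 0.18. Some of these lists hold genes the paper labels in Fig. 3, such as Gas6, Chil3 and Ctsk, so they are not fully separate from its choice.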

How the results depend on the processing

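Tests chosen after the result was seen are the filter at the array background, leaving out constant probe sets and keeping those with 7 different values. The real split of the arrays gave 77 probe sets and the highest of the other 34 gave 1. With 35 splits in all, 1 of 35 is the smallest share possible, so chance is not excluded. The other splits also mix d3 and d7 arrays, which widens the spread within their groups. Of all probe sets, 6% had no overlap of the groups. Chance gives 5.7% where all 7 values differ, as in 18.4% of the probe sets. Tied values can only lower that share, so what chance gives over all probe sets is not known. Without adjustment, chance gives about 3298 probe sets at p under 0.05. Against 77 probe sets and 61 genes, counts were 3652 and 2130 with the methods' t-test at an unadjusted p under 0.05 (44.5% of probe sets higher), 13 and 10 with it after Benjamini-Hochberg, and 0 and 0 with Welch's test (2163 probe sets at an unadjusted p). They were 169 and 133 after quantile normalization, 223 and 164 with median centring (60 of the 61 genes kept in each), 208 and 161 at or above the median level, 45 and 38 with a 2-fold minimum, 6 and 6 at an adjusted p under 0.01, 374 and 280 above the array background, 163 and 127 without constant probe sets, and 824 and 580 with 7 different values. A trend gave 74 and 59, robust eBayes 56 and 46, a filter at the 20th percentile 94 and 75, 1 probe set per gene 89 and 89, and array weights 77 and 62. Leaving out an array gave 1 to 212 probe sets and 1 to 136 genes: 136 without d3 replicate 1, 17 without 3, 16 without 4, and 10, 8, 7 and 1 without d7 replicates 5, 6, 7 and 8. Of the 61 genes, 37 were kept without d3 replicate 1, 10 without 3 and 13 without 4. Without d7 replicates 5, 6, 7 and 8, 9, 7, 7 and 1 of the 61 were kept. The adjusted p of the interferon list was 0.0597 with an estimated correlation and 4.69e-32 to 6.55e-18 with an array left out. The inflammatory list had 0.0234 with centring and 0.00418 to 0.663 with an array left out, under 0.05 only without d7 replicate 6. Macrophage identity, collagen and fibroblast identity lists stayed above 0.05 in every alternative (0.125 to 0.727, 0.465 to 0.981 and 0.536 to 0.86 with an array left out). While not past the test, fibroblast identity turned from lower to higher with quantile normalization, centring and the median filter, and macrophage identity to lower without d3 replicate 3. Pattern recognition receptors had 0.0125 to 0.8 with an array left out. Of the other lists 9 passed, 9 to 10 with an array left out, 11 with quantile normalization and 0 with an estimated correlation. The study's lists had 3 genes past the test in Fig. 3c and 1 each in Fig. 3b, Fig. 3d and Fig. 3e. With the methods' t-test unadjusted these were 6, 18, 20 and 14, adjusted 0 in all, with quantile normalization 5, 3, 4 and 2, and with centring 6, 3, 6 and 2. Fig. 3d gave 2 with array weights and 4 with the mean of all probe sets. With an array left out they ran 0 to 1, 0 to 2, 0 to 1 and 0 to 3: 1, 2, 0 and 3 without d3 replicate 1, 1 in Fig. 3d without d3 replicate 4, and 0 otherwise. Over 156 named genes and their alternatives, 1833 of 2184 values kept direction and side of the threshold, 202 lost the call, 93 gained one, 0 reversed, and 56 changed sign while not past the test (up to 0.33). Of 33 named genes past the test, 30 passed with each of a trend, the unadjusted t-test, quantile normalization, centring, array weights and the mean of all probe sets. The cause was not tested for any of these. Signal over background limits the rest, since most probe sets lie under it.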

Differences from the paper's values

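No test in this part was chosen after the result was seen except the settings named as added. The paper's number of probe sets tested is 266220, and 65956 were tested here out of 72688 in the table. Every alternative tests as many or fewer.

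The paper's number of differentially expressed genes is 2757, at p under 0.05 with FDR. At an adjusted p under 0.05, 61 genes or 77 probe sets passed here. Of the alternatives set before the data were examined, the methods' t-test at an unadjusted p under 0.05 came within 1.5 times of the paper's value, with 2130 genes and 3652 probe sets. All the others, each with its adjusted count, differ from it by more, in genes and in probe sets: a mean-variance trend (59 genes), robust eBayes (46), the methods' t-test after Benjamini-Hochberg (10), Welch's test (0, while its 2163 probe sets at an unadjusted p lie within 1.5 times), quantile normalization (133), median centring (164), the filters at the 20th percentile (75) and at the median (161), 1 probe set per gene (89), a 2-fold minimum (38), an adjusted p under 0.01 (6), array weights (62), and each array left out (1 to 136). The settings added after seeing the data gave 280, 127 and 580 genes. Chance alone gives about 3298 probe sets at an unadjusted p under 0.05, beside 3652 with the methods' t-test and 2163 with Welch's test. That these unadjusted counts lie near the paper's is therefore no evidence of as many real differences.

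The paper takes the genes of Fig. 3c from the top of a ranking by fold change. Among 30627 genes ranked here by the size of the difference, passing or not, Gas6 was number 3, Mmp12 number 12, Chil3 number 29, Adgre4 number 44, Cd55 number 77 and Pdgfc number 108. All 6 had the paper's direction, and among genes that passed Gas6 had the largest rise and Mmp12 the next. The paper counts all 6 as differentially expressed and shows them in Fig. 3c by qRT-PCR, a separate measurement that was not analysed here. On the arrays Adgre4, Chil3 and Pdgfc, the last an uncertain reading of the label PdgfrC, did not pass here. They passed with median centring (adjusted p = 0.0341, 0.0371 and 0.0415) and with the methods' t-test unadjusted, and the first pair also with quantile normalization (adjusted p = 0.0328 and 0.042). Over all their alternatives that adjust p, array left out included, the highest adjusted p was 0.307, 0.284 and 0.379.

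The genes labelled in Fig. 3b, Fig. 3d and Fig. 3e are shown as differentially expressed, and 1 of 22, 1 of 23 and 1 of 15 measured passed here. More passed with the methods' t-test unadjusted (18, 20 and 14), quantile normalization (3, 4 and 2), median centring (3, 6 and 2), without d3 replicate 1 (2 in Fig. 3b and 3 in Fig. 3e), and for Fig. 3d with array weights (2) and with the mean of all probe sets of a gene (4). The directions in the figure match the sign of all 23 differences for Fig. 3d (apart from Irf3 with median centring and without d3 replicate 4) and all 15 for Fig. 3e. Fig. 3e colours collagen and laminin groups as upregulated, and here 0 of 34 collagen and matrix genes and 0 of 20 basement membrane genes were higher in limma (1 and 0 at an unadjusted p under 0.05). Of these, 33 and 18 were at the array background on both days. Whether a rise from that level could be seen stays open, so these counts do not decide against the figure. Fig. 3e also colours TGFβ as upregulated. Of the 3 TGFβ genes Tgfb3 was higher here, a call kept only without d3 replicate 1 or 3 when arrays were left out. Tgfb1 and Tgfb2, named after their values were seen, did not pass, with log2 differences of -0.258 and -0.002 (adjusted p = 0.662 and 0.959 from limma). Fig. 3d colours MHC class I as downregulated, and here 0 of 9 genes were lower in limma, with 3 at an unadjusted p under 0.05 and a median log2 difference of -0.02. As a list they were lower without d3 replicate 3 (adjusted p = 2.52e-05) and with array weights (0.014), and not in the other alternatives (up to 0.711).

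The paper describes macrophage-related genes as downregulated on d7. Over 26 macrophage identity genes, 1 was higher and 0 lower in limma here (12 at an unadjusted p under 0.05). Adjusted over the list alone, 3 were higher and 3 lower. Cells of both days were sorted on the proteins encoded by Adgre1 and Itgam, which are members of this list. The sort limits how far such genes could fall, so these counts do not decide against the paper's description. Over 31 interferon-stimulated genes 2 were lower and 0 higher. The paper also describes fibroblast-specific genes as overexpressed. Of the 22 genes of Fig. 3b measured, which the study chose on these samples, 19 had a higher mean on d7, and 19 of either direction had an unadjusted p under 0.05. Of 27 fibroblast identity genes, a list not taken from the study, 22 were at the array background on both days and 0 were higher in limma, with 0 at an unadjusted p under 0.05.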

Other observations

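The tests of explanations for collagen levels, Retnlg and d3 replicate 3 were chosen after the result was seen. Of 26 efferocytosis genes, which serve the uptake of apoptotic cells, Gas6, Mfge8, Cd36 and Abca1 rose from d3 to d7 and none fell (7 higher when adjusted over the list alone). The list was higher as a whole (adjusted p = 9.86e-07 from camera), but with adjusted p = 0.0766 with an estimated correlation. Mfge8, which bridges apoptotic cells to phagocytes, rose from 5.31 ± 0.11, at the array background, to 6.79 ± 0.21 on the log2 scale (adjusted p = 0.0409). Cd36, a scavenger receptor for oxidized lipid and apoptotic cells, rose from 15.26 ± 0.06 to 16.65 ± 0.05 (adjusted p = 0.00492), and Abca1, which exports cholesterol, rose from 14.40 ± 0.13 to 15.61 ± 0.13 (adjusted p = 0.0304). Of 17 genes of cholesterol efflux and lipid handling, Cd36, Abca1 and Apoe rose and none fell (11 higher and 2 lower when adjusted over the list alone; adjusted p = 3.45e-09 from camera, and adjusted p = 0.0597 with an estimated correlation). Apoe, the apolipoprotein that carries exported cholesterol, rose by 0.38 (adjusted p = 0.0181). Abca1 and Mfge8 lost the call whichever array was left out (adjusted p up to 0.172 and 0.176), Apoe kept it only without d3 replicate 1 (up to 0.105) and Cd36 lost it only without d7 replicate 8 (0.0516).

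Of 19 alternative activation genes, Mrc1 and Il4ra rose and none fell (5 higher and 3 lower when adjusted over the list alone; adjusted p = 0.00574 from camera, and adjusted p = 0.103 with an estimated correlation). Il4ra, a chain of the receptor for IL-4 and IL-13, rose 2.94-fold (adjusted p = 0.048), a call lost whichever array was left out (up to 0.197). Of 25 hypoxia and glycolysis genes none passed in limma, with 15 at an unadjusted p under 0.05 and 7 higher when adjusted over the list alone. That list was higher as a whole (adjusted p = 3.66e-13 from camera), but with adjusted p = 0.149 with an estimated correlation. Of 10 MHC class II genes none passed in limma, with 5 at an unadjusted p under 0.05 and 5 higher when adjusted over the list alone (adjusted p = 2.78e-07 from camera, and adjusted p = 0.127 with an estimated correlation). H2-Ab1, a chain of an MHC class II molecule, had 13.77 ± 0.16 on d3 and 14.76 ± 0.25 on d7 (adjusted p = 0.173). Of 30 cell cycle genes none passed in limma, with 7 at an unadjusted p under 0.05 and 2 higher when adjusted over the list alone (adjusted p = 3.97e-08 from camera, adjusted p = 0.18 with an estimated correlation, and 0.0594 from fry). Pcna, the clamp of DNA polymerase, had 13.25 ± 0.10 and 13.72 ± 0.07 (adjusted p = 0.0966).

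No member of the remaining lists passed in limma, and no list did in camera with the preset correlation on the deposited values. MHC class I genes did with array weights (adjusted p = 0.014) and without d3 replicate 3 (2.52e-05), and otherwise had up to 0.711, and housekeeping genes did after quantile normalization (0.049, otherwise up to 0.992). Endothelial markers passed with fry (adjusted p = 0.0473), which does not compare a list with the other genes. In camera they passed in no setting (adjusted p up to 0.988). Of lists of other cell types, markers of endothelium (20 measured, 3 at an unadjusted p under 0.05), of T, NK and innate lymphoid cells (21, 2), of dendritic cells (16, 1) and of B and plasma cells (14, 1) had adjusted p of 0.723, 0.723, 0.659 and 0.929. Markers of mast cells, basophils and eosinophils (17, 3), of adipocytes (11, 0), and of erythroid cells and platelets (8, 1) had 0.469, 0.723 and 0.818, and contractile genes (16, 2) had 0.659. Cholesterol synthesis genes (18, 0), MHC class I genes (9, 3) and targets of miR-21 (18, 3) had 0.229, 0.165 and 0.364. Dissociation and immediate early genes (19, 2), sex-linked genes (4, 0) and housekeeping genes (11, 4) had 0.596, 0.82 and 0.659. Of the 22 measured markers that the paper names for other samples, Mfge8 passed the test, and with Il7r it was higher when adjusted over the list alone, which is not independent evidence. Il7r had 10.43 ± 0.21 on d3 and 11.28 ± 0.25 on d7 (adjusted p = 0.271), Arg1 had 17.64 ± 0.51 and 17.90 ± 0.11 (adjusted p = 0.685) and Mki67 had 6.77 ± 0.17 and 7.50 ± 0.44 (adjusted p = 0.647). Klf5, Has1, Mmp11, Mmp16, Sgce, Cdh1, Cd34, Mpo, Cd3e, Krt14 and Vtn were at the array background on both days.

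Collagen and fibroblast matrix genes were at the array background, with 33 of 34 there on d3 and a largest difference of 0.12 among these. Whether a rise from their level could be seen stays open. Of 46112 probe sets at the background on d3, 5 were higher on d7 past the test, by measured differences of up to 1.54 on the log2 scale, but the lowest of these had a d3 mean of 4.84, while the median of the 33 genes was 3.91. Of 26455 probe sets at or under that median none was higher past the test in limma (321 at an unadjusted p under 0.05), and 3 were at least 2-fold higher. Of 9891 with 1 constant value on the d3 arrays, as 14 of the 34 genes have, 0 were at least 2-fold higher. Whether the probes for these genes respond at all cannot be told apart from low expression, because 1 of the 34 lay above the background on any array and no fibroblast sample is among the 7. That these macrophages express little of these genes on both days stays open as well, untested.

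The fall of Retnlg was tested against fewer neutrophils among the sorted cells. The 12 other neutrophil markers above the array background had a median log2 difference of -0.22 (scaled median absolute deviation 0.52, from -1.1 to 0.28). This is far from the -4.85 of Retnlg, but it cannot decide the question. Mrgpra2b and Lcn2, at 5.58 and 5.59 on d3, were too near the array background to show such a fall. Csf3r and S100a8, at 12.71 and 10.52 on d3, had room and differed by -0.35 and 0.13. Whether the sorted macrophages themselves express such markers was not tested, so a loss of neutrophils stays open. Mmp8 and Mmp9 had -1.1 and -0.83, while S100a8, S100a9, Cxcr2, Il1r2 and Mrgpra2b had higher means on d7. The neutrophil list was lower without d7 replicate 6 (adjusted p = 0.00142 from camera), against 0.0885 with all arrays. Fewer cells with a monocyte profile on d7 may contribute, as the monocyte markers were lower as a list (adjusted p = 8.7e-08 from camera with the preset correlation). With an estimated correlation adjusted p = 0.103, so this stays open, as does a change of Retnlg within the macrophages.

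Array d3 replicate 3 stood apart from the other d3 arrays, with an array weight of 0.41, the lowest of the 7. Cells of another type in this sample cannot be told apart from their absence, because 125 of the 166 markers in the lists of other cell types were at the array background on every array. The largest rise of such a list's mean over the other d3 arrays was 0.1 on the log2 scale, for the mast cell, basophil and eosinophil markers, which differed by 0.22 between those arrays. Weaker hybridisation or labelling of this array is a candidate explanation, as its positive control median lay 0.233 below the lowest of the other arrays, which span 0.072. Apart from these other cell types, no biological explanation was tested.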
